# Mitochondrial redox homeostasis links organellar stress surveillance to germline and somatic integrity in *Caenorhabditis elegans*

**DOI:** 10.1016/j.redox.2026.104115

**Published:** 2026-03-09

**Authors:** Marina Valenzuela-Villatoro, Patricia de la Cruz-Ruiz, David Guerrero-Gómez, Eva Gómez-Orte, Alfonso Schiavi, Silvia Maglioni, Mayte Montero, Rosalba I. Fonteriz, José Carlos Casas-Martínez, Nicole E. Briand, Jingxiu Xu, María Jesús Rodriguez-Palero, Marta Artal-Sanz, Katarzyna Olek, Justyna Polaczyk, Michal Turek, Wojciech Pokrzywa, Suhong Xu, Javier E. Irazoqui, Brian McDonagh, Javier Álvarez, María Olmedo, Natascia Ventura, Juan Cabello, Antonio Miranda-Vizuete

**Keywords:** Mitochondria, Elegans, Thioredoxin reductase, Glutathione reductase, Unfolded protein response, ATFS-1

## Abstract

Mitochondrial redox homeostasis is essential for cellular metabolism and organismal development. To investigate the consequences of disrupting redox homeostasis in this organelle in a metazoan organism, we generated a double mutant lacking mitochondrial glutathione reductase (*gsr-1a*) and thioredoxin reductase (*trxr-2*) genes in *Caenorhabditis elegans*. While *gsr-1a* or *trxr-2* single mutants are phenotypically normal, double *gsr-1a trxr-2* mutants displayed small body size, gonadal migration defects, reduced brood size, and prolonged egg-laying period, without developmental delay or lethality. Transcriptomic analysis revealed strong induction of ATFS-1-dependent stress and detoxification genes. Consistent with this, *gsr-1a trxr-2* worms exhibited constitutive ATFS-1 nuclear localization and robust *Phsp-6::gfp* expression. Triple *gsr-1a trxr-2; atfs-1* mutants were nonviable, demonstrating that unfolded protein response (UPR^mt^) activation is essential under mitochondrial redox stress.

Despite the induction of a stress response at the transcriptional level, *gsr-1a trxr-2* double mutants were not more resistant to oxidative or pathogen stressors. Moreover, these mutants maintained normal respiration, ATP and ROS production while displaying altered mitochondrial morphology in a tissue-specific manner, independent of mitophagy genes but dependent on mitochondrial fission or fusion machinery. Functionally, *gsr-1a trxr-2* mutants showed impaired motility, reduced calcium uptake upon carbachol stimulation, enhanced hypodermal wound repair, and decreased fertilization efficiency associated with lower muscle exopher production.

Overall, our data show that simultaneous loss of mitochondrial GSR-1a and TRXR-2 compromises growth, fertility and muscle performance and triggers a constitutive ATFS-1-dependent UPR^mt^ that sustains viability revealing mitochondrial redox control as a core determinant of organismal proteostasis.

## Highlights

• *gsr-1a trxr-2* double mutants are viable but show small size, gonad migration defects and reduced progeny.
• Loss of both reductases in mitochondria triggers a constitutive ATFS-1–dependent UPR^mt^.
• ATFS-1 is essential for *gsr-1a trxr-2* worms survival.
• *gsr-1a trxr-2* animals remodel mitochondrial morphology in a tissue-specific manner.
• *gsr-1a trxr-2* double mutants exhibit impaired muscle and sperm function but enhanced wound healing.

## 1 Introduction

Mitochondria are subcellular organelles that not only play key roles in cellular function such as ATP synthesis, maintenance of Ca^2+^ homeostasis, Fe–S cluster biogenesis, heat production or lipid synthesis but are also a central hub for intracellular communication either by releasing signaling molecules or by direct interaction with other organelles to cope with cellular stress and metabolic demands [1]. To coordinate all these functions, mitochondria have developed a remarkable plasticity to form dynamic organellar tubular networks that are exquisitely controlled by fusion and fission mechanisms [2].

When mitochondrial function is compromised, for example by respiration inhibition, mitochondrial DNA damage, impairment of protein import or proteotoxic stress within the mitochondrial matrix, a protective response is initiated to counteract the insult, that mainly operates through two primary defense mechanisms. The first one acts at the molecular level and consists of a retrograde signal from mitochondria to the nucleus leading to the coordinated expression of a network of mitochondrial proteases, chaperones and membrane transporters, collectively known as the mitochondrial unfolded protein response (UPR^mt^), which is orchestrated by the transcription factor ATF5 in mammals or ATFS-1 in the nematode *C*. *elegans* [[3], [4], [5]]. When UPR^mt^ fails to cope with the mitochondrial insult, a second defense mechanism at the complete organelle level is triggered, by which the mitochondrial network is reorganized by fusion and fission mechanisms and mitophagy is activated to remove irreversibly damaged mitochondria with the ultimate objective of maintaining a healthy mitochondrial population [6,7]. Notably, in some cell types such as neurons and muscle cells, damaged mitochondria may also be extruded from the cell in large extracellular vesicles known as exophers, providing an additional route for clearing dysfunctional organelles beyond canonical mitophagy [[8], [9], [10]].

Because mitochondria are the main site of reactive oxygen species (ROS) production, the mitochondrial redox status needs to be tightly controlled to prevent macromolecular damage such as oxidative misfolding by excessive ROS production (oxidative distress). At the same time, mitochondria must maintain a balanced redox-dependent signaling network to ensure proper intracellular communication and specific posttranslational modifications (oxidative eustress) [11,12]. For this purpose, mitochondria are equipped with dedicated ROS detoxifying enzymes such as superoxide dismutases, glutathione peroxidases or peroxiredoxins but at the same time they also have enzymatic networks to regulate the redox balance like the thioredoxin and glutathione/glutaredoxin systems which use NADPH as source of reducing power [[12], [13], [14]].

While initially considered as separate pathways, the cooperation between the thioredoxin and glutathione/glutaredoxin systems is now well established across species. For instance, in yeast lacking glutathione reductase, oxidized glutathione (GSSG) reduction is carried out by the cytoplasmic thioredoxin system composed of one thioredoxin reductase and two thioredoxins [15,16]. In *C. elegans*, cytoplasmic thioredoxin reductase TRXR-1 is functionally redundant with glutathione reductase GSR-1 to allow a proper molting progression [17]. However, TRXR-1 is unable to rescue the embryonic lethality of *gsr-1* null mutants [18], demonstrating developmental or tissue-specific requirements for this redundancy in the cytoplasm. In mice, mutations in the genes encoding the components of the cytoplasmic and mitochondrial thioredoxin systems result in embryonic lethal phenotypes [[19], [20], [21], [22]] while mutant mice lacking glutathione reductase are viable with very mild phenotypes [23]. Evidence for a functional redundancy between the two systems in the cytoplasm arises from studies in mice hepatocytes lacking both thioredoxin reductase and glutathione reductase that remain viable by boosting glutathione (GSH) *de novo* synthesis through the transsulfuration pathway [24,25]. This functional redundancy is not restricted to animals but also includes plants, as *Arabidopsis thaliana* defective in both cytoplasmic thioredoxin reductase NTRA and glutathione reductase GR1 enzymes are not viable with a pollen lethal phenotype because of their inability to fertilize wild-type ovules [26].

In contrast with the functional redundancy of the cytoplasmic thioredoxin and glutathione systems, less is known on their cooperation within mitochondria. Indeed, to our knowledge, this redundancy has only been shown in yeast and *Arabidopsis thaliana*. In *Saccharomyces cerevisiae* and *Schizosaccharomyces pombe*, the absence of mitochondrial glutathione reductase causes a major disruption of cellular redox homeostasis which is only partly alleviated by the mitochondrial thioredoxin system [27,28] while in *Arabidopsis thaliana* the mitochondrial thioredoxin system and the GSSG exporter ATM3 coordinate to back up the absence of mitochondrial glutathione reductase GR2 [29]. However, it is not known whether this functional redundancy operates in metazoan.

To fill this gap, we have approached the question using the nematode *C*. *elegans*, a well-established model organism, taking advantage of its genetic tractability, high conservation of redox signaling pathways and its transparency throughout all its developmental stages, allowing *in vivo* imaging approaches [30]. In this work, we investigate whether the mitochondrial thioredoxin and glutathione systems exhibit functional redundancy in a metazoan and show that concurrent loss of mitochondrial *trxr-2* and *gsr-1a* disrupts redox homeostasis and elicits a strong ATFS-1–dependent UPR^mt^ that is essential for organismal viability. Double mutants exhibit reduced body size, defects in gonadal migration, and compromised fertility, revealing key physiological processes sensitive to mitochondrial redox imbalance. Moreover, we uncover tissue-specific alterations in mitochondrial dynamics that impair muscle performance, hypodermal repair responses, and sperm function.

Together, our findings define the phenotypic landscape resulting from combined disruption of mitochondrial thioredoxin and glutathione systems in an animal model organism, providing a framework for future mechanistic dissection of mitochondrial redox control as a critical determinant of cellular and organismal proteostasis.

## 2 Materials and methods

### 2.1 *C. elegans* strains

The standard methods used for culturing and maintenance of *C. elegans* were as previously described [31]. A list of all strains used and generated in this study is provided in Supplementary Table 1. The *gsr-1a(syb266)* allele was generated at SunyBiotech (https://www.sunybiotech.com/) by CRISPR-Cas9 editing using the following sgRNAs: AMV04-sg1, 5′-cccttctgaATGCTCCGATTTCG-3′; AMV04-sg2, 5′-ccttctgaATGCTCCGATTTCGC-3′; AMV04-sg3, 5′-CCGATTTCGCTGCATTTTGAGCA-3′; AMV04-sg4, 5′-GCTGCTTTTGAGCACTTCGAGg-3′. The oligo repair template was: 5′-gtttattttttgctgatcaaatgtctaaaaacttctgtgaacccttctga-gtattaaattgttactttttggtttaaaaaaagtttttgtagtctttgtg-3′.

All VZ strains are 6x outcrossed with N2 wild type, except those strains generated by CRISPR-Cas9 (*syb* alleles) that were 2x outcrossed. Worm reagents and details on the protocols used for genotyping the different alleles reported in this work can be provided upon request. Unless otherwise noted, all experiments were performed on synchronized worms generated by allowing 10 to 15 gravid hermaphrodites to lay eggs during two to 3 h on seeded plates at 20 °C.

### 2.2 Size, gonad migration defects and oocyte quantification

Quantification was carried out in animals grown for 72 and 96 h at 20 °C after synchronized egg-lay. Worms were paralyzed with 10 mM levamisole (Sigma-Aldrich, Cat. #L9756) on a microscope slide in an Olympus BX61 fluorescence microscope equipped with a DP72 digital camera coupled to CellSens Software. Images were acquired and the length and area of the animals were determined using ImageJ software [32]. Quantification of gonad migration defects and the number of oocytes was directly performed on immobilized animals at the microscope. The number of oocytes corresponds to the proximal arm of the posterior gonad.

### 2.3 Developmental timing

We measured developmental timing of single worms using a bioluminescence-based method previously described [33] but using the reporter *sevIs1 [Psur-5::luc+::GFP]* [34]. To obtain age-synchronized eggs, we transferred 10-15 hermaphrodites to a fresh NGM plate and allowed them to lay eggs for 1 h. Synchronized eggs were individually placed in wells of a 96 well-plate containing 100 μl of S-basal plus 10 μg/ml cholesterol (Sigma-Aldrich, Cat. #C8667) with 200 μM D-Luciferin (Biothema BT11100). After placing all embryos, 100 μl of S-basal with 20 g/l E*. coli* OP50-1 was added to each well. Samples from different strains were alternated on the plate to avoid local effects. Plates were sealed with a gas-permeable membrane and transferred to a luminometry reader (Berthold Centro XS3) placed inside a cooled incubator (Panasonic MIR-254). Luminescence was recorded for 1 s per well, at 5-min intervals.

### 2.4 Embryonic arrest and brood size quantification

For embryonic arrest, 10 gravid hermaphrodites were allowed to lay eggs for 1 h in three replica plates. After removal of the parents, the embryos were counted and allowed to develop three days at 20 °C. Viable progeny was quantified and detracted to the number of laid embryos to determine the embryonic arrest. Brood size was quantified from 20 L4 hermaphrodites, placed in groups of five animals on four separate plates. Worms were transferred to fresh plates every 24 h, and the number of viable progeny was recorded daily for a total of eight days. The total brood size was calculated as the sum of all viable progeny by each worm throughout the experimental period.

### 2.5 RNAseq and q-PCR

Worms were synchronized using bleaching solution (50 % dH_2_O (v/v), 30 % commercial NaClO (v/v) and 20 % NaOH (5 N) (v/v)) and grow until young adults. For total RNA extraction, young adult worms were lysed using mirVana Kit (Ambion, Cat. #1560), following manufacturer's instructions. Homogenization of the lysate was performed using a conventional rotor-stator homogenizer polytron, pre-chilled with liquid nitrogen. Global gene expression profile was analyzed at the Genomic Platform of the CIBIR (http://cibir.es/es/plataformas-tecnologicas-y-servicios/genomica-y-bioinformatica). Expression analysis was performed as described [35] using DESeq2 [36] and edgeR [37] algorithms.

For q-PCR analysis, RNA was treated with DNAse to eliminate any DNA contamination. In each sample, a total reaction of 10 μl contained: 500 ng RNA, 1 μl RNase-Free DNAse (Promega, Cat. #M6101), 1 μl 10x Reaction Buffer and DEPC water. Reactions were incubated for 30 min at 37 °C and then stopped by adding 1 μl STOP solution (Promega, Cat. #M6101) and further incubation for 15 min at 65 °C. cDNA synthesis was performed using SuperScript III First-Strand Synthesis System for RT-PCR (Invitrogen, Cat. #18080051) following instructions for random hexamers primers. cDNA was eluted in TE buffer. q-PCR analysis Power SYBR Green Master Mix (ThermoFisher Scientific, Cat. #4367659) and specific primers were used in a QuantStudio 5 Real Time PCR System (Applied Biosystems, ThermoFisher). Normalization to actin *act-1* expression was used to calculate relative expression. The experiments were carried out in three independent replicas. Primers pairs (5′->3′) used were: *msp-76* Fw1: TGACAAGCACACCTACCACA, *msp-76* Rv1: TCCTTTGGGTCGAGAACTCC; *clec-4* Fw1: TCCACAATACCGCCTCAACT, *clec-4* Rv-1: CACGTCCGCCAAATGTCATA; *cyp-14A4* Fw1: TCACAAGCCACCAGAGTCAT, *cyp-14A4* Rv1: CGCGGAGGATTTTCAGTGAG; *ugt-19* Fw1: TCCAGTCGCCTTGATCATGT, *ugt-19* Rv1: TTGCCACATAGTCATCCGGT; *F22B3.7* Fw1: AAATGATGCTGGTATGGGGC, *F22B3.7* Rv1: CCTTCCAAGCCATCACACAC; *act-1* Fw1:CCAGGAATTGCTGATCGTATG, *act-1* Rv1: GGAGAGGGAAGCGAGGATAG.

### 2.6 Fluorescence and light microscopy imaging

Brightfield, differential interference contrast (DIC), and fluorescence images were acquired using an Olympus BX61 fluorescence microscope equipped with a DP72 digital camera and CellSens software for image acquisition and analysis. First day adult worms were mounted on 2% agar pads and anesthetized with 10 mM levamisole prior imaging. For mitophagy quantification using the *Is [Pmyo-3::tomm-20::Rosella]* transgene [38], FITC and TRITC fluorescence filters were used sequentially to calculate the GFP/DsRed fluorescence intensity ratio at 20x magnification. Images were analyzed using ImageJ Software [32].

### 2.7 Confocal imaging

High-resolution confocal imaging was performed using a Nikon A1R confocal microscope equipped with a Plan Apo VC 60x/1.4 NA oil immersion objective. Image acquisition was conducted using the NIS-Elements software and the ND Acquisition module. All Animals were mounted on 2% agar pads and anesthetized with 10 mM levamisole prior to imaging except for mitochondrial structure.

For the analysis of mitochondrial structure in muscle cells using the *wacIs14[Pmyo-3::tomm-20_1-50aa::attB5::mgfp]* transgene [10]) and hypodermal tissue with the *juEx4796 [Pcol-19::mito::gfp; Pttx-3::rfp]* transgene [39]), first day adult worms were immobilized on 5% agarose pads using polystyrene nanoparticles (Alpha Aesar, polystyrene latex microspheres, 0.10 μm, 2.5% w/v dispersion in water, Cat. #42712). Muscle tissue was imaged using Z-stack acquisition followed by maximal intensity projection. For hypodermal tissue, a single focal plane was selected for analysis. Imaging was performed using the same microscope setup as described above. Automated image processing was carried out using a custom ImageJ macro developed by Alejandro Campoy (Microscopy Facility, CABD). The pipeline included background subtraction, median filtering, and automatic thresholding to generate binary images. Mitochondrial features, such as elongation, circularity, and the percentage of area occupied, were quantified according to previously described methods [40].

To quantify ATFS-1 subcellular localization using the *mskEx1 [Patfs-1::atfs-1::gfp]* transgene [4], full-body images of L4 larvae were acquired using a single focal plane and tiled XY scans were used to generate representative images. Imaging parameters were optimized to enable whole-organism reconstruction, capturing both fluorescence and differential interference contrast (DIC) channels. Worms that displayed obvious nuclear labeling in at least 2 intestinal cells were considered as positive for ATFS-1 nuclear localization.

For the quantification of sperm cells in the spermatheca with the *oxIs318 [Pspe-11::mCherry::histone]* transgene [41], sperm nuclei were imaged using Z-stack acquisition followed by maximal intensity projection and saved as 8 bits images. The sperm cells nuclei were quantified using ImageJ wand tool for each spermatheca.

For hyp7 nuclei quantification using the *madEx16 [Pdpy-7::4xNLS::GFP]* transgene [42], a 20x oil-immersion objective was used to image entire animals. Z-stack images were acquired and processed using maximum intensity projection to quantify nuclei from the posterior part of the animals on a single lateral side.

### 2.8 MitoTracker Deep Red assay

Mitochondrial staining was performed using MitoTracker™ Deep Red FM (Invitrogen, Cat. #M22426). A 1 mM stock solution was prepared in DMSO (Panreac, Cat. #131954), and the working solution was obtained by a 1:10 dilution in water to a final concentration of 100 μM, following the protocol described by Artal-Sanz and Tavernarakis [43]. A volume of 40 μL of the working solution was applied to 60 mm × 15 mm plates. Plates were incubated in the dark for 1 h to allow uniform diffusion of the dye, after which L4-stage worms were transferred and incubated for at least 16 h at 20 °C. Following incubation, worms were immobilized on 5% agarose pads using polystyrene nanoparticles (Alpha Aesar, Cat. #42712) as described above. Image acquisition was performed within 30 min using the Nikon A1R confocal microscope with the 60 × /1.4 NA objective and the Deep Red laser channel. Image processing and mitochondrial quantification were conducted using the same workflow described for tissue-specific imaging.

### 2.9 TMRE/mitotracker red CMXRos and green staining and imaging

To assess mitochondrial membrane potential, Tetramethylrhodamine, Ethyl Ester, Perchlorate (TMRE) (Invitrogen, Cat. #T669) dye was diluted to a concentration of 10 mM in DMSO, added to molten NGM medium to a 2.5 μM final concentration and poured into plates, which were then allowed to dry in the dark for 30 min. Plates were subsequently seeded with *E. coli* OP50 and incubated for 48 h. L4-stage worms were then transferred onto the plates and incubated for at least 16 h at 20 °C.

For the quantification of mitochondrial mass and mitochondrial matrix oxidation status, a combination of MitoTracker™ Green FM and MitoTracker™ Red CM-H_2_XRos were used (Invitrogen, Cat. #M7514 and #M7513, respectively). Both dyes were diluted to 1 mM in DMSO and a working solution was prepared in water at 10 μM. Mitotracker dyes were added onto 35 mm NGM plates previously seeded with *E. coli* OP50 to a 100 nM final concentration. After allowing the plates to dry for 30 min, L4-stage worms were transferred and incubated for a minimum of 16 h at 20 °C.

Prior to imaging for all mitochondrial dyes, worms were cleaned by crawling on unseeded NGM plates for 30 min (TMRE) and 60 min (Mitotrackers). Fluorescence (FITC or TRITC), brightfield, and differential interference contrast (DIC) images were acquired using an Olympus BX-61 upright microscope equipped with UPlanFl 10x/0.30 objective (U Plan Fluor series) and DP72 digital camera coupled to CellSens Software for image acquisition and analysis. Animals were mounted on 2% agar pads and anesthetized with 10 mM levamisole prior to imaging. The whole animals were quantified by ImageJ.

### 2.10 MitoSOX red assay

Mitochondrial superoxide anion production was determined using MitoSOX Red™ (Invitrogen, Cat. #M36008). To this purpose, nematodes were synchronized and grown on solid NGM plates until reaching L4 stage, at this point treatment with MitoSOX Red™ was started in liquid culture as previously described [44]. Specifically, nematodes were transferred to liquid media in a 96-well plate, MitoSOX Red™ was added to the wells at a final concentration of 10 μM and the plate incubated in the dark at 20 °C with mild shaking. After 24 h the animals were washed three times with S-Medium and transferred onto new solid, OP50 seeded plates. The worms were incubated on the plates for 20 min to let them clean their guts. For imaging, nematodes were mounted on microscopic slides and anesthetized by adding 10 mM levamisole. Images were acquired immediately with a Zeiss AxioImager M1 microscope (Carl Zeiss Inc., Germany) using a 40x objective and a DsRed filter. Finally, the worm head region, specifically the posterior pharyngeal bulb, was manually selected and the integrated intensity was analyzed with Image J/Fiji 2.3 [45].

### 2.11 Oxygen consumption rate (OCR) measurement

The oxygen consumption rate (OCR) was measured using a Seahorse XFp Analyzer (Agilent Technologies). Approximately 25 *C. elegans* at day 1 adult stage were transferred into each well of Seahorse XFp cell culture miniplates pre-filled with M9 buffer. OCR was recorded at 20 °C, eight times under basal conditions, ten times after carbonyl cyanide 4-(trifluoromethocy)phenylhydrazone (FCCP) injection (for maximal respiration) and four times after sodium azide (for no mitochondrial respiration). Working solutions were prepared in M9 buffer at the following final concentrations: FCCP (Sigma-Aldrich, Cat. #C2920) at 250 μM and sodium azide (Sigma-Aldrich, Cat. #S2002) at 400 mM. Basal OCR was defined as the average of the last five initial measurements. Post-treatment OCR was calculated as the average of the last four measurements after FCCP injection and last two after sodium azide injection. Values were normalized to the number of worms per well. A minimum of three independent experiments were performed.

### 2.12 ATP levels measurement

ATP levels were measured according to the published protocol [46], with minor modifications, as described below. For each assay, approximately 100 day 1 adult worms were used for ATP and total protein extraction. The resulting supernatants were diluted threefold to obtain a final volume of 150 μL. ATP concentrations were determined using a bioluminescence-based ATP Determination Kit PRO, 10 mL (Biaffin GmbH & Co., Cat. #LBR-P010), following the manufacturer's instructions. Luminescence was measured with a CLARIOstar plate reader (BMG LabTech) using Invitrogen™ microplates designed for fluorescence-based assays (Cat. #M33089). ATP standard curves were prepared at concentrations of 5, 10, 15, and 25 μM.

### 2.13 *Staphylococcus aureus* and *Pseudomonas aeruginosa* infection assay

Bacterial infection assays were performed using *Staphylococcus aureus* strain SH1000 *telA::KAN* and *Pseudomonas aeruginosa* strain PA14 following standard methods [47], with minor modifications as detailed next. *S. aureus* was cultured in Tryptic Soy Broth (TSB; BD Biosciences, Cat# 211825) supplemented with 50 μg/ml kanamycin (Sigma-Aldrich, Cat# K1377) overnight (37 °C, 200–220 rpm), and 10 μl was spread on Tryptic Soy Agar plates (TSA; BD Biosciences, Cat# 236950) containing 10 μg/ml kanamycin, incubated at 37 °C for 5 h, and shifted to 25 °C overnight. *P. aeruginosa* was cultured overnight in Luria-Bertani broth (LB; BD Biosciences, Cat# 244620), and 10 μl was spread on Nematode Growth Media (NGM) slow killing plates [prepared using Bacto Agar (BD Biosciences, Cat# 214010) and Bacto Peptone (BD Biosciences, Cat# 211677)], incubated at 37 °C for 24 h, and shifted to 25 °C for 24 h to obtain full bacterial lawns. *C. elegans* were grown to the L4 larval stage on *E. coli* OP50 at 20 °C. For both assays, L4 animals were treated with 100 μg/ml 5-fluoro-2′-deoxyuridine (FUDR; Sigma-Aldrich, Cat# F0503) on solid media overnight at 15 °C. Animals were subsequently transferred to infection plates lacking FUDR. Three plates each containing 30–40 animals were examined for each genotype. Infection assays were carried out at 25 °C. Survival was quantified using standard methods [47]; animals dying of disrupted vulva or crawling on walls were censored for analysis.

### 2.14 Paraquat and juglone tolerance assay

Juglone (Sigma-Aldrich, Cat. #H47003) and paraquat (Sigma-Aldrich, Cat. # 856177) were dissolved in DMSO and Milli-Q water and then added to molten NGM to obtain final concentrations of 150 μM (juglone) and 50 mM (paraquat). The media were thoroughly mixed and poured onto 60 mm (juglone) or 35 mm (paraquat) diameter plates. Once solidified, plates were seeded with 50 μL of *E. coli* OP50 and allowed to dry before use. L4-stage worms were then transferred and incubated at 20 °C for 16 h before scoring for live or dead animals. Worms were considered alive if they responded to gentle touch with a platinum pick on the agar surface or on the head or showed pharyngeal pumping. Worms desiccated on the wall of the plate were censored and excluded from the analysis.

### 2.15 Rotenone and antimycin a tolerance assay

Rotenone (Sigma-Aldrich, Cat. #R8875) and antimycin A (Sigma-Aldrich, Cat. #A8674) mitochondrial electron transport chain (ETC) inhibitors, were dissolved in DMSO to a stock solution of 5 mg/ml and 10 mg/ml and then added to molten NGM medium to final concentrations of 1 μM and 20 μM, respectively. Once solidified, plates were seeded with 50 μL of *E. coli* OP50 and allowed to dry before use. L4-stage worms were then transferred and incubated at 20 °C for 16 h before scoring for live or dead animals. Worms were considered alive if they responded to gentle touch with a platinum pick on the agar surface or on the head or showed pharyngeal pumping. Worms desiccated on the wall of the plate were censored and excluded from the analysis.

### 2.16 Glutathione redox status determination

To assess GSH/GSSG ratio we used transgenic strains expressing Grx1-roGFP2 in the cytoplasm from the *rpl-17* ubiquitous promoter [48] or in the mitochondrial matrix of muscle cells from the *myo-3* promoter [49]. Approximately 250 synchronized day-1 adult worms were transferred using a glass pipette into 96-well fluorescence-based assay microplates (Invitrogen, Cat. #M33089) and resuspended in 80 μL of M9 buffer. At least three biological replicates were analyzed, with at least three technical replicates (wells). Fluorescence measurements were performed using a CLARIOstar microplate reader (BMG LabTech). Fluorescence intensity (FI) was recorded in multichromatic mode using endpoint measurements with five flashes per well. Two fluorescence channels were acquired per well. The first channel used an excitation wavelength of 405 ± 15 nm, a 508.2 nm dichroic filter, and an emission wavelength of 525 ± 8 nm. The second channel used an excitation wavelength of 488 ± 15 nm, a 505.2 nm dichroic filter, and an emission wavelength of 525 ± 8 nm. Gain values and focal height were based on previous adjustment procedures, using the entire plate for gain calibration and a specific well for focal height determination. A settling time of 0.1 s was applied prior to reading. Plates were read bidirectionally, horizontally from left to right and from top to bottom. Temperature control, as well as O_2_ and CO_2_ regulation, were disabled during measurements, and no injection system was used.

Data were acquired using the SMARTcontrol software and analyzed by the MARS software data analysis. The mean fluorescence of blank wells corresponding to each biological replicate (plate) was subtracted from the fluorescence values of wells containing worms at each excitation wavelength. Corrected fluorescence values were then used to calculate excitation ratios. For strains expressing Grx1-roGFP2 biosensor, the redox status is reported as the oxidized-to-reduced ratio, calculated as fluorescence excited at 488 nm divided by fluorescence excited at 405 nm.

### 2.17 Lifespan assays

Lifespan analyses were carried out with standard procedure in the field [50]. Briefly, age-synchronized population of 60-80 worms were used to start survival analysis. To avoid cross generation contamination worms were transferred to fresh plates every day during the fertile phase while every other day from the end of the fertile period. Animals not able to move upon pick-prodding and with no pharyngeal pumping were scored as dead. Survival analysis was performed with OASIS 2 [51] using the Kaplan Meier estimator. Statistical differences were evaluated using the log-rank test between the pooled population of worms and p-values were adjusted for multiple comparisons by Bonferroni method.

### 2.18 Embryonic and larval lethality assay

To quantify embryonic and larval lethality, 15–20 synchronized hermaphrodites were allowed to lay eggs for 2-3 h and laid embryos were determined. After three days of incubation at 20 °C the developmental stages of the progeny were quantified in a stereomicroscope.

### 2.19 CeleST swimming activity assay

Swimming behavior was assessed at day 1 of adulthood. A glass slide with a 10 mm pre-printed ring was prepared and loaded with 50 μl M9 Buffer. Five worms were placed in the swimming area, for a total of 45 animals per condition. Worms were allowed to settle for 20s before starting the recording. 30s videos with at 16 frames per second of the animals were taken using a Nikon LV-TV microscope with a OPTIKA C–P20CM camera and processed by CeleST software [52].

### 2.20 Pharyngeal pumping

Pharyngeal pumping measurements were performed by recording 20-s videos for each first day adult worm using a Leica MDG36 fluorescence stereo microscope equipped with a DMK 31AU03 monochrome camera. Video acquisition was carried out with IC Capture 2.3 software. Pharyngeal pumps were manually counted using video playback at 0.42 × speed. Final pumping rates were converted to units of pumps per minute through appropriate time normalization.

### 2.21 Electropharyngeogram

To perform electrical recordings of pharyngeal pumping (electropharyngeograms, or EPGs), we placed the Nemametrix Screen Chip System on an inverted Zeiss Axiovert 200 microscope equipped with an LD A-Plan 20x objective. To minimize interfering electrical noise during the recordings, we used a system grounding shield. Baseline noise was typically between 10 and 40 μV. The experiments were performed at 20 °C. For each experiment, 100 worms at day 4 of adulthood were picked from the culture plate and washed in 1.5 ml of 0.2 μm filtered M9 buffer containing 0.1% Tween. The worms were then washed four times with 0.2 μm filtered M9 buffer, once with M9 buffer containing 2.3 mM serotonin (Aesar Chemicals, Cat. #B21263), and finally suspended in 1 ml of M9 buffer containing 2.3 mM serotonin. They were then left to settle for 15 min. All experiments were performed within 15–90 min of initial serotonin exposure. We loaded a NemaMetrix Screen Chip System (NemaMetrix, Eugene, OR, USA; Cat. #SK100) with a fresh SC40 Screen Chip (NemaMetrix, Eugene, OR, USA; Cat. #SKU0002) and added an M9 buffer solution containing 2.3 mM serotonin. After initiating the NemAcquire software and recording the basal power line noise, the worms were vacuum-loaded onto the SC40 Screen Chip to start the experiment. The 1 Hz high-pass and 50 Hz notch filter settings were selected. An EPG recording lasting 180 s was made for each animal, and records from 20 to 25 animals were obtained for each replicate. These records were analyzed using NemAnalysis v0.2 software. Experiments with a frequency of less than 0.1 Hz or a pump duration coefficient of variation greater than 50% were censored.

### 2.22 Mitochondrial calcium imaging

Measurements of mitochondrial Ca^2+^ in the pharynx were performed in worms expressing the *Ex [Pmyo-2::2mt8::YC3.60]* reporter [53] worms at day 5 of adult life. The worms were glued onto an agar pad (2% agar in M9 buffer) on a coverslip using Dermabond Topical Skin Adhesive (Johnson & Johnson), and 2.3 mM serotonin (Aesar Chemicals, Cat. #B21263) was added to stimulate pumping. The coverslip containing the glued worm was mounted in a chamber on the stage of a Zeiss Axiovert 200 inverted microscope. Fluorescence was excited at 430 nm using a Cairn monochromator with a 15 nm bandwidth, and images of the emitted fluorescence were obtained using a Zeiss C-Apochromat 40x/1.2 W objective. These images were collected using a 450 nm long-pass dichroic mirror and a Cairn Optosplit II emission image splitter, which produced separate emission images at 480 nm and 535 nm. The splitter contained DC/ET480/40 m and DC/ET535/30 m emission filters and a FF509-FDi01-25x36 dichroic mirror (all from Chroma Technology). A Hamamatsu ORCA-ER camera recorded simultaneous 200 ms images at the two emission wavelengths continuously at a rate of 2.5 Hz. Both images were then ratioed to obtain 535 nm/480 nm fluorescence ratio images of the pharynx terminal bulb. Experiments were performed at 20 °C, with basal fluorescence being recorded for 15 min prior to the addition of carbachol to a final concentration of 10 mM to induce maximum mitochondrial Ca^2+^ uptake.

Fluorescence was recorded and analyzed using the Metafluor programme (Universal Imaging). The traces shown represent either the 535 nm or 480 nm emission fluorescence, or the 535 nm/480 nm fluorescence emission ratio, of the pharynx terminal bulb. [Ca^2+^] peaks in the ratio were only considered acceptable when inverted changes at both wavelengths were clearly observed, as shown in Fig. 6e and f. The fluorescence intensities and changes in the ratio were analyzed using an algorithm designed to calculate the width at baseline and mid-height, both of which were expressed in seconds. The height was obtained as a percentage of the change in the ratio, and the frequency was measured at each peak by dividing 9 by the time interval including that peak and the four peaks before and after it. The mean value was calculated as an average of all the individual values obtained for each parameter.

### 2.23 Hypodermal wounding

We wounded the epidermis of young adult stage animals using a Micropoint UV laser or needle. All images before and after wounding were taken using a spinning disk confocal microscope (Andor 100x, NA 1.46 objective). Actin ring quantitation and survival rate were performed as previously described [54]. The nuclear intensity analyses were performed in ImageJ. Background intensity was used as a threshold. The intensity was analyzed using Analyze Particles (a function in ImageJ software) automatically with minimum size at 0.2 square micrometers. The value of intensity was automatically calculated and analyzed using GraphPad. At least 20 wounded young adult animals were examined. For cluster number, 600 × 400-pixel around the wounded area was chosen for analysis.

### 2.24 Fertilization capacity

To assess male fertility, *fem-1(hc17)* hermaphrodites (grown at 25 °C) were crossed with wild-type or *gsr-1a trxr-2* young adult males in a 4:1 ratio. After 24 h, males were removed and hermaphrodites were transferred to a new plate at 20 °C. The hermaphrodites were transferred daily until they stopped laying eggs. The total brood size was counted. Hermaphrodites that died or were absent before the end of the experiment were excluded from the analyses [55].

### 2.25 Exophers

Exopher quantification followed the procedures outlined by Turek et al. [10,56]. Briefly, exophers were assessed in animals expressing the *wacIs14[Pmyo-3::tomm-20_1-50aa::attB5::mgfp; unc-119(+)]* transgene and imaged in a Zeiss Axio Zoom. V16 stereomicroscope equipped with 63 HE and 38 HE filter sets. Worms were age-matched by manually selecting 3-fold stage embryos under a stereomicroscope. On the second day of adulthood, animals were examined directly on NGM plates, and the number of exophers produced by each freely moving worm was counted**.**

### 2.26 Graphical and statistical analysis

Data were processed in Excel (Microsoft Corporation) then Prism (GraphPad Software) was used to generate curve and bar charts and perform the statistical analyses described in the Figure Legends.

## 3 Results

### 3.1 Inactivation of mitochondrial glutathione reductase and thioredoxin reductase causes germline defects and small body size

GSH is the main redox currency in the cell and its key role in mitochondrial function is illustrated by the inability to proliferate of mammalian cells lacking GSH mitochondrial importers SLC25A39 and SLC25A40 [57]. This essential role of GSH in mitochondria is conserved in *C. elegans* as a null allele of the only worm SLC25A39/SLC25A40 orthologue *C16C10.1(syb5556)* results in a fully penetrant L1 larval lethality and can only be propagated as a balanced heterozygous (strain VZ1095, Supplementary Table 1). Once inside mitochondria, GSH redox homeostasis is maintained by the redundant action of the mitochondrial thioredoxin and glutathione/glutaredoxin systems in organisms as distant as yeast or *Arabidopsis thaliana* (Gostimskaya and Grant 2016; [29]).

To test whether this functional redundancy is also present in metazoan, we investigated the phenotypic consequences of disrupting mitochondrial redox homeostasis in *C. elegans* by combining the previously characterized *trxr-2(tm2047)* null allele of mitochondrial thioredoxin reductase [58] (Fig. 1a) with a newly generated CRISPR-Cas9 *gsr-1(syb266)* deletion allele, which removes the first exon of *gsr-1* (Fig. 1a). This exon encodes the mitochondrial targeting sequence of GSR-1a isoform, so the *gsr-1(syb266)* allele permits expression of the essential cytosolic isoform GSR-1b, while eliminating expression of the mitochondrial isoform GSR-1a [18].

**Fig. 1:**
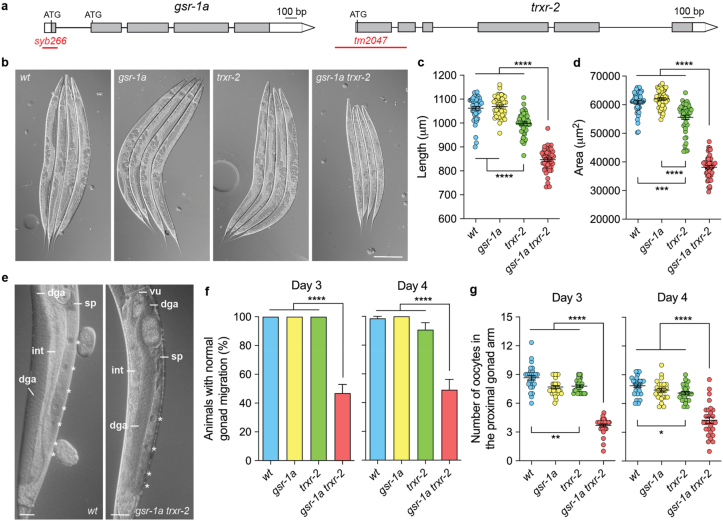
**Genomic organization of *gsr-1* and *trxr-2* genes and visible phenotypes of *gsr-1a(syb266)* and *trxr-2(tm2047)* mutants.** a) Boxes represent exons and lines show spliced introns. White boxes indicate 5′-UTR and 3′-UTR, respectively, and grey boxes indicate the ORF. Boundaries of *gsr-1a* and *trxr-2* deletions are shown as red lines. b) Representative micrographs of animals of the specified genotypes at third day after synchronized egg-lay. Scale bar 200 μm. Quantification of c) worm length and d) worm area. Data are from two independent experiments with at least 25 animals per assay. Error bars are SEM. ∗∗∗p < 0.001; ∗∗∗∗p < 0.0001 by Kruskal-Wallis test. e) Representative micrographs of wild-type controls and *gsr-1a trxr-2* double mutants at third day after synchronized egg-lay. dga, distal gonad arm; int, intestine; sp, spermatheca; vu, vulva. Scale bar 25 μm. f) Quantification of worms with gonad migration defects. Data are the mean ± SEM from three different experiments with at least 20 animals per assay. ∗∗∗∗p < 0.0001 by Kruskal-Wallis test. g) Quantification of the oocytes in the proximal gonad arm. Data are from three different experiments with at least 20 animals per assay. Error bars are SEM. ∗p < 0.05; ∗∗p < 0.01; ∗∗∗∗p < 0.0001 by Kruskal-Wallis test.

While the single mutants appeared superficially wild type with no overt phenotype, the *gsr-1a trxr-2* double mutants displayed a significantly smaller size, which was already evident at the L4 stage (two days at 20 °C after synchronized egg-lay) (Sup Fig. 1), phenotype that became more pronounced by the first day of adulthood (Fig. 1b–d). Additionally, we observed a high incidence of gonad migration defects, characterized by thinning and mislocalization of the distal gonad arm relative to the intestine, sometimes extending into the vulva area (Fig. 1e and f). There was also reduced thickness of the proximal gonad arm, which contained fewer and slimmer oocytes, along with a distorted spermatheca (Fig. 1e–g).

### 3.2 *gsr-1a trxr-2* double mutants exhibit normal developmental timing but have reduced brood size and extended egg-lay period

Interestingly, during the isolation of the *gsr-1a trxr-2* double mutants, we observed that OP50 plates seeded with double mutant candidates became saturated noticeable later than those seeded with either single mutants or wild-type controls, suggesting a developmental delay and/or reduced progeny production in the double mutants, both phenotypes previously associated with mitochondrial dysfunction [[59], [60], [61]].

To directly assess whether the reduced plate saturation reflected a bona fide developmental delay, we quantified the duration of embryonic and larval stages in the double mutants using the luciferase-based method developed by Olmedo et al. [33] that accurately quantifies the duration of all molt and intermolt periods as well as the time from egg-lay to hatching and from the last molting step until the lay of the first embryos (Fig. 2a). We found that the embryonic and larval development of *gsr-1a trxr-2* animals do not differ from that of wild type and *gsr-1a* or *trxr-2* single mutant controls (Fig. 2b and c). However, we noticed that the period from the last molt until the first embryos are laid was significantly longer in *gsr-1a trxr-2* double mutants (Fig. 2d) suggesting problems with progeny production caused by oocyte production, sperm depletion or defective mitochondrial signaling in the germline. To test this, we first ruled out the occurrence of embryonic or larval lethality in *gsr-1a trxr-2* double mutants (Fig. 2e). Next, we measured total brood size and found that *gsr-1a* mutants had reduced progeny as compared to that of wild-type or *trxr-2* mutant controls while *gsr-1a trxr-2* double mutants had the lowest brood size, although it did not differ significantly from that of *gsr-1a* single mutants (Fig. 2f). Finally, due to the delayed time from last molt to egg-lay of *gsr-1a trxr-2* double mutants, we measured the interval during which the four strains produce progeny and found that double mutants have an extended egg-lay period (Fig. 2g). Thus, *gsr-1a trxr-2* double mutants show normal somatic development but exhibit delayed reproductive maturation, reduced progeny output and an extended egg-lay window, revealing a specific sensitivity of reproductive physiology associated to mitochondrial redox defects.

**Fig. 2:**
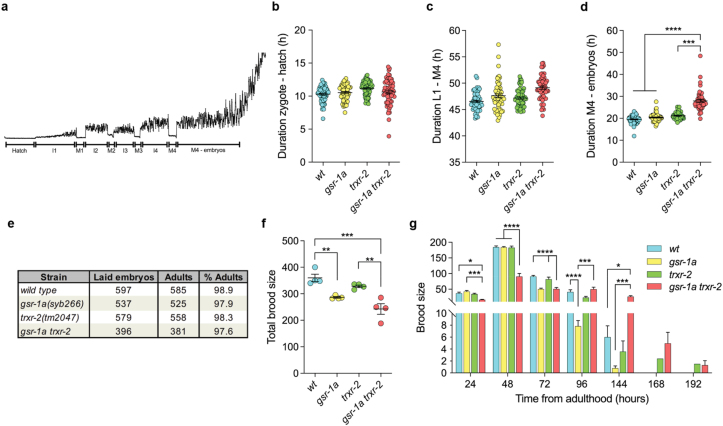
**Developmental time and progeny phenotypes of *gsr-1a(syb266)* and *trxr-2(tm2047)* mutants.** a) Representative bioluminescence profile of a wild-type worm from the zygote stage until the egg-lay period initiation (distorted signal). I1–I4 intermolt intervals, M1-M4 molt intervals, devoid of signal due to halted food ingestion. Quantitative analysis of b) ex-uterus embryonic development, c) larval development, d) egg-lay initiation period. Data are from three different experiments with three biological replicates per assay. Error bars are SEM. ∗∗∗p < 0.001; ∗∗∗∗p < 0.0001 by ordinary One-way ANOVA (b,c) and by Kruskal-Wallis test (d). e) Percentage of animals that reach adulthood. Data are pooled from two independent experiments with three biological replicates. f) Quantification of the total brood size of 20 animals. Each point represents the average progeny of 5 animals on the same plate. Error bars are SEM. ∗∗p < 0.01; ∗∗∗p < 0.001 by ordinary One-way ANOVA. g) Bars show the progeny per day from 20 animals of each genotype. Data are the mean ± SEM. ∗p < 0.05; ∗∗∗p < 0.001; ∗∗∗∗p < 0.0001 by ordinary One-way ANOVA.

### 3.3 Disruption of mitochondrial redox homeostasis induces mitochondrial UPR

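Whole-worm polyA RNA of 4 *C. elegans* strains was sequenced, with 3 libraries per strain: wild type, the *gsr-1a(syb266)* and *trxr-2(tm2047)* single mutants and the *gsr-1a trxr-2* double mutant. Worms were synchronized by bleaching and grown to young adults, and the RNA was extracted with the mirVana kit and made into strand-specific mRNA libraries. The legend of Fig. 3a describes the data as 3 independent experiments with 3 biological replicates. According to the submitters' processing notes, reads were checked with FastQC, aligned to the WBcel235 genome with HISAT2, handled with SAMtools and counted with featureCounts 2.0.0. The deposited values are raw counts of read pairs per gene for 46904 genes of Ensembl release 97. They were summed over the whole span of each gene on the coding strand, so that pairs within introns also count, while pairs that fit several places or several genes were left out. Members of gene families with near-identical sequence, such as the major sperm proteins, can therefore lose counts. The total per library ranged from 12114187 to 19688212, with a median of 16360615. Within strains it ranged from 12114187 to 19688212 for wild type (median 17915928), from 13145074 to 18942204 for *gsr-1a* (median 18168817), from 12603294 to 17152792 for *trxr-2* (median 15568438) and from 15109955 to 17721491 for the double mutant (median 15555063). From these counts, all 12 libraries were normalized by TMM and fitted together in edgeR with 1 mean per strain, which leaves 8 residual degrees of freedom. The 15004 genes that passed edgeR's expression filter were tested with its quasi-likelihood test, and a gene was called at an adjusted p under 0.05 (Benjamini-Hochberg). Standard errors are those of the log2 fold change. Gene lists were set before the count files were examined, though with the paper's enriched terms known. They were tested with camera at a preset correlation between genes of 0.01, and again with the correlation estimated from the data. The choice of test, filter, normalization and threshold, and the inclusion of each library, can change the counts of called genes. Replicate numbers are those of the sample labels. The supplementary tables number the same libraries of wild type and of the double mutant otherwise, with replicates 2, 3 and 1 of the labels as 1, 2 and 3. Replicate 1 of wild type and of *trxr-2* stood apart, with 0.342% and 1.79% of their counts in the *vit* genes of yolk protein, against 4.73% and 4.51% in the other wild-type libraries and 6.78% and 5.36% in the other *trxr-2* libraries.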

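The 2 mutated genes lie on chromosome III of WBcel235. *trxr-2*, which encodes the mitochondrial thioredoxin reductase, runs from 8913769 to 8916459 on the forward strand in the reference annotation of this build and has 6 exons. Its counts summed to 706 over the wild-type libraries and to 2 over those of the *trxr-2* and of the double mutant, with at most 1 in each library. Scaled by TMM, this is a ratio of 289 between wild type and *trxr-2* (95% counting interval 79.8 to 2390) and of 328 between wild type and the double mutant (90.4 to 2710). In *gsr-1a* animals *trxr-2* was at 11.8 ± 0.694 CPM (counts scaled to a common library size), against 13.5 ± 0.977 in wild type (mean ± SD, n = 3 libraries each). *gsr-1*, the gene of glutathione reductase, runs from 3650907 to 3652958 on the same strand. Its transcript for the mitochondrial isoform has 5 exons, of which exon 1 spans 3650907 to 3651010 with the start codon at 3650976 and 35 coding bases. A transcript for the cytosolic isoform starts at 3651329 and has 4 exons. Because the counts cover the whole gene, they cannot resolve a deletion of exon 1 and say nothing about the *gsr-1a* labels. *gsr-1* had 285.7 ± 48.9 CPM in wild type, 262.3 ± 9.79 in *gsr-1a*, 276.8 ± 13.4 in *trxr-2* and 258.4 ± 6.98 in the double mutant (SD, n = 3 each). The change was not called in *gsr-1a* (log2 fold change -0.12, standard error 0.13, adjusted p = 0.76 from edgeR's quasi-likelihood test), and without wild-type replicate 1 it was 0.03.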

To gain deeper insight at the molecular level on the consequences of disrupting redox homeostasis in mitochondria, we performed a RNAseq analysis. Consistent with the lack of phenotype in *gsr-1a* and *trxr-2* single mutants, we only observed a minor alteration in the mRNA expression pattern of *gsr-1a* or *trxr-2* animals (Fig. 3a). In contrast, *gsr-1a trxr-2* double mutants showed a dramatic alteration of their transcriptional profile with hundreds of genes up and downregulated, some of which were validated by qPCR (Fig. 3a, Sup Fig. 2a and b and Supplementary Tables 2 and 3). 

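Few genes changed in the single mutants. In *gsr-1a* animals 3 genes rose and 1 fell, against wild type. *pct-1*, which encodes a cyclin-dependent kinase of the PCTAIRE family, rose from 54.1 ± 2.58 CPM in wild type (SD, n = 3) by a log2 fold change of 1.11 (standard error 0.10, adjusted p = 0.000598 from edgeR's quasi-likelihood test). *B0511.11* rose by 2.07 (standard error 0.18, adjusted p = 0.000598) and *msp-76*, a major sperm protein gene, by 7.71 (standard error 0.77, adjusted p = 0.0015). The gene that fell was *gid-8*, which encodes a subunit of a ubiquitin ligase complex (log2 fold change -2.38, standard error 0.21, adjusted p = 0.000598). In *trxr-2* animals 5 genes rose and 5 fell. *pct-1* (log2 fold change 1.04, standard error 0.10, adjusted p = 0.000699) and *msp-76* (6.69, standard error 0.78, adjusted p = 0.00515) rose there too, with the cuticle collagen *col-92* (2.75, adjusted p = 0.0101), the chemoreceptor gene *srw-85* (adjusted p = 0.0281) and *Y38F2AL.12* (2.47, adjusted p = 0.0446). Besides *trxr-2* itself (adjusted p = 1.59e-06), *R10E4.1* fell by 2.26 on the log2 scale (adjusted p = 4.9e-05), *ZC317.7* by 2.02 (adjusted p = 0.000682), and the pseudogenes WBGene00014309 by 1.44 (adjusted p = 0.00303) and WBGene00014307 by 1.80 (adjusted p = 0.00565). Only *pct-1* and *msp-76* were called in both single mutants and in the double mutant. Wild type held 7 counts of *msp-76* in all, so the size of its rise is uncertain. *srw-85* had no counts in wild type and was at least 26.0-fold higher in *trxr-2*, against a floor of 3 counts over the 3 wild-type libraries, and at least 21.8-fold higher in *gsr-1a*, where it was not called (adjusted p = 0.0839; DESeq2, adjusted p = 0.000137, which is also the lowest over all alternatives, the highest being 0.484). At an unadjusted p under 0.05, 1240 genes passed in *gsr-1a* and 877 in *trxr-2*. DESeq2 called 26 genes higher and 15 lower in *gsr-1a*, and 13 and 8 in *trxr-2*.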

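Cuticle collagen genes had a median log2 fold change of 0.82 in *gsr-1a* and 0.57 in *trxr-2*, and edgeR called none of 139 in *gsr-1a* and *col-92* alone in *trxr-2* (1 gene higher in either when adjusted over the list alone). DESeq2 and the likelihood ratio test each called 3 higher in *gsr-1a* and 2 in *trxr-2*, and 53 and 25 were higher and 9 and 3 lower at an unadjusted p under 0.05. As a set they stood above the other genes in both (camera, adjusted p = 2.42e-07 and 7.14e-17), but with the correlation estimated they did not (adjusted p = 0.773 and 0.941 with an estimated correlation). The collagen mean of the *gsr-1a* libraries ran from -0.63 in replicate 3 to 0.74 in replicate 1 (log2 CPM relative to the mean of all 12 libraries). Of 26 major sperm protein genes 1 was called higher in *gsr-1a*, or 17 when adjusted over the list alone (median 1.01; camera, adjusted p = 2.02e-13, and adjusted p = 0.768 with an estimated correlation). Several calls in *trxr-2* were lost when 1 library was left out. The log2 fold changes in these fits ran from 2.63 to 2.94 for *col-92*, from 2.23 to 2.75 for *Y38F2AL.12* and from 6.1 to 8.52 for *msp-76*. *col-92* was lost without wild-type replicate 1 (adjusted p = 0.0542), wild-type replicate 3 (0.118) or *trxr-2* replicate 3 (0.0533; range over all alternatives 3.61e-12 to 0.118), and *msp-76* without wild-type replicate 2 (0.0538; range 2.7e-17 to 0.0621). *srw-85* was lost in 5 and *Y38F2AL.12* in all 6 of the fits that left out 1 library, and with the replicate number as a block they had adjusted p = 0.142 (range 1.6e-05 to 0.195) and adjusted p = 0.0889 (range 7.65e-05 to 0.299). Without wild-type replicate 1, 2 or 3 or *trxr-2* replicate 3, 2 genes rose in *trxr-2*. When only wild type and *trxr-2* were fitted, *col-92*, *trxr-2* and *R10E4.1* were the only genes of the 10 still called. Without all 4 libraries of replicate 1, a choice made after the data were seen, 281 genes rose and 238 fell in *trxr-2*, and 7 rose and 8 fell in *gsr-1a*.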

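In the double mutant 1879 genes rose and 945 fell against wild type, which is 18.8% of the 15004 genes tested. By more than 2-fold, 1631 rose and 251 fell. *asp-8*, which encodes an aspartic protease, went from 7.57 ± 1.88 CPM in wild type to 118 ± 7.25 in the double mutant (SD, n = 3 libraries each), a log2 fold change of 3.97 (standard error 0.20, adjusted p = 6.36e-07 from edgeR's quasi-likelihood test). *cdr-4*, a member of the cadmium-responsive gene family, rose by 2.82 (standard error 0.20, adjusted p = 1.36e-05) and *F55G11.7* by 5.97 (standard error 0.60, adjusted p = 0.000173). Among the genes that fell were *fat-7*, a stearoyl-CoA desaturase (log2 fold change -2.02, standard error 0.35, adjusted p = 0.00296), *nuc-1*, a lysosomal DNase (-1.63, standard error 0.17, adjusted p = 0.000214), *mtl-2*, a metallothionein (-2.31, standard error 0.36, adjusted p = 0.0021) and *F54E4.2* (-2.96, standard error 0.34, adjusted p = 0.000471). *gid-8* and *B0511.11*, called in *gsr-1a*, were again lower (26.9 CPM in wild type and 6.03 in the double mutant) and higher (4.94 and 15.0 CPM), and *pct-1* was higher by 1.00 (adjusted p = 0.000138, 0.000463 and 0.000138). The groups did not overlap in any library at 6838 genes (45.6%, where chance alone gives 10%), among them 2790 of the 2824 genes called. The number that fell was 601, 517 and 590 without wild-type replicate 1, 2 or 3, and 368 and 259 without replicate 1 or 3 of the double mutant. Without that last library 1197 genes rose. DESeq2 called 2086 genes higher and 1439 lower. With the replicate number as a block 1506 fell. Without the 4 libraries of replicate 1, chosen after the data were seen, 2096 rose and 1746 fell. Setting this response beside the minor changes in each single mutant, the paper concludes that both redox systems act redundantly to maintain mitochondrial redox homeostasis.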

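Of the genes of detoxification and transport, some rose in the double mutant and some fell. Over all 15004 genes tested 1879 rose and 945 fell, and the counts within a list have to be read beside that share. Cytochrome P450 genes (9 of 60 higher, 8 lower) and UDP-glucuronosyltransferases (8 of 56 higher, 4 lower) went both ways. Of 40 genes of glutathione S-transferases tested, which conjugate glutathione to electrophiles, 5 rose and none fell (4 and 0 when adjusted over the list alone), among them *gst-38* (log2 fold change 2.10, standard error 0.37, adjusted p = 0.00337 from edgeR's quasi-likelihood test). Of 20 ABC transporters of the *pgp* and *mrp* families, 5 rose and none fell (6 and 0 when adjusted over the list alone), including *pgp-9* (3.50, standard error 0.55, adjusted p = 0.00216) and *pgp-8* (1.82, standard error 0.24, adjusted p = 0.000854). Among 177 nuclear hormone receptors, 19 rose and 4 fell (18 and 4 when adjusted over the list alone). Of 1176 chemoreceptor genes in the files, which belong to the G protein-coupled receptors, only 60 had enough counts to be tested. Of these, 9 rose and 2 fell, and the same numbers did when adjusted over the list alone. One of these, *srw-85*, was at least 62.8-fold higher than in wild type, where it had no counts. Such a gene can pass the expression filter only through the mutant strains. In the metabolism of sulfur amino acids, 3 of 25 genes rose and 1 fell, also when adjusted over the list alone. The paralogs of cystathionine β-synthase went opposite ways, with *cbs-2* higher by 2.29 (standard error 0.32, adjusted p = 0.00125) and *cbs-1* lower (-0.54, standard error 0.11, adjusted p = 0.00602). With all libraries in the fit, none of the lists from the glutathione S-transferases on passed camera's test as a set (adjusted p = 0.194, 0.0513, 0.164, 0.507 and 0.611 in the order given). The glutathione S-transferases passed it without wild-type replicate 1 (adjusted p = 0.0141; range over all alternatives 0.00646 to 0.988), and the ABC transporters without wild-type replicate 2 (0.0179) or double-mutant replicate 1 (0.0115) and with the filter on 1 CPM (0.0465; range over all alternatives 0.0115 to 0.802). Within the list of ABC transporters, without a comparison to other genes, the genes moved up on balance (fry, adjusted p = 0.0365). The counts of these lists changed when 1 library was left out. Without wild-type replicate 2 the numbers higher were 3, 3 and 10 for glutathione S-transferases, ABC transporters and nuclear hormone receptors, and without double-mutant replicate 3 they were 3, 3 and 11. Without wild-type replicate 3, 2 glutathione S-transferases and 11 nuclear hormone receptors were higher, without double-mutant replicate 1, 2 glutathione S-transferases were, and without wild-type replicate 1 or double-mutant replicate 2, 3 ABC transporters were. Nuclear hormone receptors that fell numbered 2, 1 and 2 without wild-type replicate 2 or double-mutant replicate 1 or 3, and chemoreceptors that fell numbered 1 without replicate 1 of either strain. *cbs-2* alone rose among the sulfur amino acid genes when any library but double-mutant replicate 2 was left out. Genes of protein phosphorylation were not analysed here as a list.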

To identify the biological processes and the biochemical pathways in which these genes participate we performed a Gene Ontology and KEGG enrichment analysis [63,64] and found a strong upregulation of genes related to protein phosphorylation, detoxification and immune stress response, transmembrane receptor signaling, male gamete generation, metabolism of sulfur containing amino acids and cuticle development. In turn, downregulated genes were mainly involved in proteasomal function and cell specification processes (Fig. 3b).

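Proteasome subunits were slightly lower as a set in the double mutant, without any of them being called singly. Over the 33 subunits the median log2 fold change was -0.21, and none rose or fell by edgeR, also when adjusted over the list alone. At an unadjusted p under 0.05, 8 were lower and none higher, and DESeq2 called 3 lower. The set stood below the other genes at an adjusted p of 0.00535 (camera), which was lost with the correlation estimated (adjusted p = 0.802 with an estimated correlation) and by fry (0.117), which looks within the list. *rpt-4*, an ATPase of the regulatory particle, had a log2 fold change of -0.41 (standard error 0.15, adjusted p = 0.0692 from edgeR's quasi-likelihood test). Among 51 genes of ubiquitin conjugation, 9 fell and none rose, also when adjusted over the list alone (median -0.26; camera, adjusted p = 0.00535, and adjusted p = 0.802 with an estimated correlation; fry, adjusted p = 0.108). They were 8 *skr* genes, relatives of Skp1 in SCF ubiquitin ligases, and *ubc-9*, the conjugating enzyme of SUMO. *skr-21* (log2 fold change -1.08, standard error 0.22, adjusted p = 0.00698) and *skr-7* (-0.76, standard error 0.17, adjusted p = 0.011) kept their call with each library left out. Of 39 genes expressed in the early embryo, most of them *sdz* genes that act downstream of the cell fate regulator SKN-1, 7 fell and 1 rose (10 and 1 when adjusted over the list alone). Their median was -0.61, and they stood below the other genes with the preset correlation only (camera, adjusted p = 3.14e-06, and adjusted p = 0.699 with an estimated correlation). The number of these genes that fell was 2 or 3 without wild-type replicate 2 or 3, 1 without double-mutant replicate 1 and 0 without double-mutant replicate 3. Of the ubiquitin conjugation genes, 3 fell without double-mutant replicate 3, and 6 fell and 1 rose without wild-type replicate 1.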

**Fig. 3:**
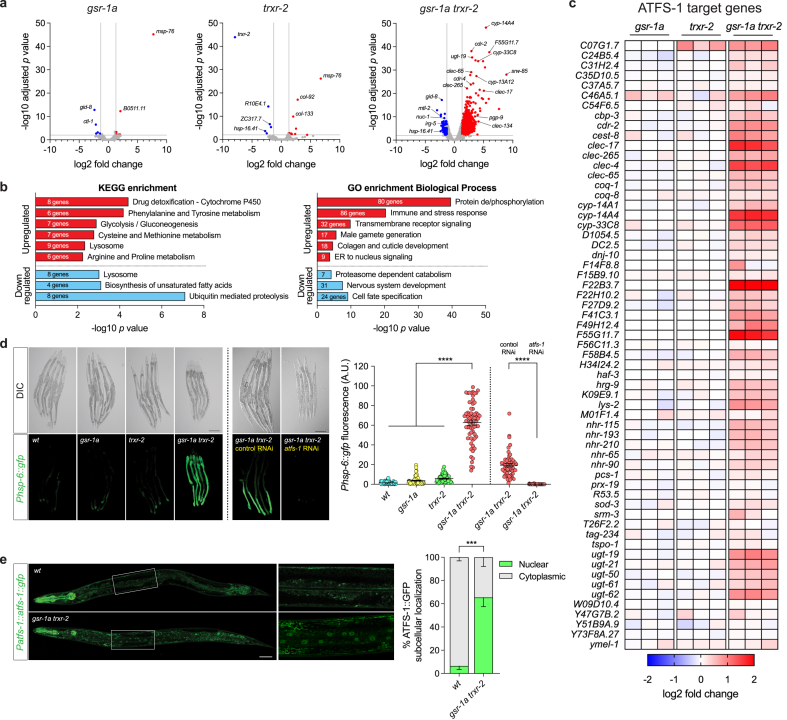
**Transcriptomic analysis of *gsr-1a(syb266)* and *trxr-2(tm2047)* mutants.** a) Volcano-plots of *gsr-1a* and *trxr-2* single and double mutants. The Log2 fold change indicates the mean expression levels for each gene, represented by dots). No differentially expressed genes (DEG) are indicated in grey, upregulated genes in red and downregulated genes in blue. Data are from three independent experiments with three biological replicates analyzed with the edgeR package [37]. b) Gene Ontology and KEGG pathway enrichment clustering of DEGs (FC > 2, p < 0.05) between *gsr-1a trxr-2* double mutants and wild-type controls. c) Heat-map of the high confidence ATFS-1 target genes [62]. The color-coded heat map represents gene expression differences (log2 fold change) relative to the levels found in wild-type controls. d) Representative differential interference contrast and fluorescence micrographs and quantification of worms at first day of adulthood expressing GFP under the control of the *hsp-6* promoter. Data are from three different experiments with at least 20 animals per assay. Error bars are SEM. ∗∗∗∗p < 0.0001 by Kruskal-Wallis test. Scale bar 200 μm. e) Representative fluorescence micrographs and quantification of L4 worms expressing ATFS-1:GFP under the control of the *atfs-1* promoter. Data are the mean ± SEM of three independent experiments with at least 70 animals per genotype. ∗∗∗p < 0.001 by two-tailed Mann-Whitney test. Scale bar 50 μm.

The induction of genes involved in drug detoxification, pathogen infection and mitochondrial repair is a common response to mitochondrial dysfunction as a result of disrupting core cellular functions [65,66]. Interestingly, among the most upregulated genes in the *gsr-1a trxr-2* double mutant we found many high confidence ATFS-1 target genes [62] (Fig. 3c), suggesting that these animals may have an induced UPR^mt^. To test this, we used the UPR^mt^ reporter transgene *zcIs13[Phsp-6::gfp]* [67] and found that only the *gsr-1a trxr-2* double mutant but not the respective single mutant controls strongly induced GFP expression (Fig. 3d). 

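Of the 61 genes in the heat map of Fig. 3c, 60 were matched in the files and 59 were tested. In the double mutant 45 of these rose and none fell against wild type, or 47 and none when adjusted over the list alone. The legend credits the list to an earlier study of ATFS-1, and all 59 had a positive log2 fold change here. The paper introduces them among the genes most upregulated in the double mutant and does not say whether targets that did not rise were left out of the figure, which would favour these counts. The median log2 fold change was 1.45, and the number higher stayed between 39 and 43 when 1 library was left out. *coq-1*, an enzyme of ubiquinone synthesis, went from 52.4 CPM in wild type to 142.8 in the double mutant, a log2 fold change of 1.45 (standard error 0.13, adjusted p = 6.42e-05 from edgeR's quasi-likelihood test). The nuclear hormone receptors *nhr-193* (1.68, standard error 0.21, adjusted p = 0.000653) and *nhr-115* (1.72, standard error 0.23, adjusted p = 0.000985) also rose. Of 15 genes of the UPR mt machinery (chaperones, proteases, import and regulators), 3 rose and none fell, also when adjusted over the list alone. These were *dnj-10*, a mitochondrial co-chaperone of the DnaJ family (0.49, standard error 0.08, adjusted p = 0.00298), and the genes of the mitochondrial proteases *spg-7* (0.68, adjusted p = 0.0143) and *ppgn-1*. The list's median was 0.31 (camera, adjusted p = 0.0513; fry, which looks within the list, adjusted p = 0.000767). By camera it passed without wild-type replicate 1 (0.0204) or 2 (0.0431) and with the replicate number as a block (0.0183), but not with the correlation estimated (0.699; range over all alternatives 0.000507 to 0.699). *hsp-6*, the mitochondrial Hsp70, had 539.9 ± 261 CPM in wild type, where the libraries held 242.6, 729.2 and 647.8, and 1098 ± 87.0 in the double mutant (SD, n = 3 each). Its log2 fold change of 1.02 (standard error 0.36) was not called (adjusted p = 0.0692), while it was by DESeq2 (adjusted p = 0.0356), with the replicate number as a block (1.11, adjusted p = 0.0403) and without the 4 libraries of replicate 1, chosen after the data were seen (0.67, adjusted p = 0.00548; range over all alternatives 0.00548 to 0.199). *atfs-1* itself had a log2 fold change of 0.31 (adjusted p = 0.109). *spg-7* lost its call without double-mutant replicate 1 (adjusted p = 0.0515) or 3 (0.0904; range over all alternatives 0.00402 to 0.0904), and without either library only 1 gene of the machinery was called.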

Importantly, this response was fully dependent on ATFS-1 transcription factor as *atfs-1* RNAi downregulation completely abolished the fluorescence in *gsr-1a trxr-2; zcIs13[Phsp-6::gfp]* animals (Fig. 3d). Consistently, *gsr-1a trxr-2* double mutants have a constitutive nuclear localization of ATFS-1, prerequisite to trigger a UPR^mt^ transcriptional response (Fig. 3e) [4]. The relevance of ATFS-1 function in the survival of *gsr-1a trxr-2* worms is highlighted by the fact that a triple mutant *gsr-1a trxr-2; atfs-1* is not viable and can only be maintained as a balanced strain (strain VZ1063, Supplementary Table 1). Moreover, while canonical ATFS-1 dependent UPR^mt^ is strongly induced in *gsr-1a trxr-2* double mutants (approx. 50-fold induction) (Fig. 3d), other mitochondrial related stress responses such as the ATFS-1 independent UPR^mt^ [68], mitochondrial to cytosolic stress response (MCSR) [69] or ethanol and stress response element (ESRE) [70], as well as UPR^er^ [71] were only very marginally altered (Sup Fig. 2c).

Collectively, the phenotypic and transcriptomic analyses show that GSR-1a and TRXR-2 are functionally redundant in mitochondria and that their simultaneous absence induces a robust ATFS-1 dependent UPR^mt^ response that is essential for the survival of animals with compromised redox homeostasis in this organelle.

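Redundancy can be tested gene by gene as an interaction, which asks whether the change in the double mutant differs from the sum of both single changes on the log2 scale. This difference was positive at 109 genes and negative at 6 (edgeR's quasi-likelihood test, adjusted p under 0.05). It carries the error of all 4 strain means, so genes not called may still depart from the sum. Of the 109 genes 99 were called higher in the double mutant against wild type. Another 4 are the genes besides *trxr-2* that fell in *trxr-2* animals, *R10E4.1*, *ZC317.7*, WBGene00014309 and WBGene00014307, and their interaction of 1.39 to 2.09 comes from a fall there that was smaller or absent in the double mutant. The interaction of *ZC317.7* lost its call in 8 of the 12 fits that left out 1 library (adjusted p from 0.0197 to 0.102), and that of WBGene00014307 without *gsr-1a* replicate 2 (0.0532) or 3 (0.0579). *clec-4*, a C-type lectin, exceeded the sum by 5.16 (standard error 0.29, adjusted p = 1.03e-05), *cyp-14A4*, a cytochrome P450, by 4.92 (standard error 0.43, adjusted p = 0.000164) and *ugt-19*, a UDP-glucuronosyltransferase, by 3.31 (standard error 0.25, adjusted p = 0.000163). *lys-2*, a lysozyme, did so by 3.10 (standard error 0.25, adjusted p = 0.000163), the cadmium-responsive *cdr-2* by 3.18 (standard error 0.28, adjusted p = 0.000164) and the protease gene *asp-8* by 2.75 (standard error 0.26, adjusted p = 0.000309). Of the ATFS-1 targets in Fig. 3c, 26 of 59 had a positive interaction and none a negative one (37 and 0 when adjusted over the list alone), which a choice of the figure's genes by their rise in the double mutant would favour. Among C-type lectins 8 were above and 1 below the sum of the single changes (42 and 4 when adjusted over the list alone), and 4 of 60 cytochrome P450 genes and 5 of 56 UDP-glucuronosyltransferases were above it (8 and 7 when adjusted over the list alone). Of 26 major sperm protein genes 25 lay above the sum (median 1.21), and of 59 other sperm genes 56 did (median 1.19). None of these was called positive and 1 was called negative. At an unadjusted p under 0.05, 1666 genes passed, and DESeq2 called 361 positive and 34 negative. The number of positive genes was 73, 49 and 46 without *gsr-1a* replicate 1, 2 or 3, 60 and 56 without wild-type replicate 2 or 3, 58 and 54 without *trxr-2* replicate 2 or 3, and 58 and 52 without double-mutant replicate 1 or 3. It was 185, 189 and 286 without wild-type replicate 1, *trxr-2* replicate 1 or double-mutant replicate 2. With the replicate number as a block 13 were negative. Without the 4 libraries of replicate 1, chosen after the data were seen, 294 were positive and 114 negative. Negative genes numbered 2 and 3 without wild-type replicate 2 or 3, 3 without *gsr-1a* replicate 2 or double-mutant replicate 1, and 13 without *trxr-2* replicate 1.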

### 3.4 Induction of mitochondrial UPR does not enhance stress resistance or increase lifespan in *gsr-1a trxr-2* mutants

*C. elegans* continuously monitors the correct function of core cellular activities such as protein synthesis, proteasome-dependent degradation or mitochondrial respiration. Disruption of these essential cellular activities is perceived as an external insult, triggering a defensive transcriptional program that includes genes involved in pathogen resistance, xenobiotic detoxification and innate immune response [65]. 

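C-type lectins, secreted or membrane proteins many of which respond to pathogens, were the defence group with the most genes changed in the double mutant. Of those tested, 53 rose, 8 fell and 73 did not pass the test against wild type (59 higher and 11 lower when adjusted over the list alone), with a median log2 fold change of 0.54. *clec-17* rose by 5.06 (standard error 0.60, adjusted p = 0.00056 from edgeR's quasi-likelihood test) and *clec-66* by 2.90 (standard error 0.21, adjusted p = 1.24e-05). The lectins stood above the other genes as a set with the preset correlation (camera, adjusted p = 0.00169), but not with the estimated one (adjusted p = 0.699 with an estimated correlation). Of 75 immune effectors (lysozymes, saposin-like proteins, antimicrobial peptides and infection response genes), 13 rose and 6 fell (15 and 10 when adjusted over the list alone). *lys-2* went from 63.2 to 377.5 CPM (log2 fold change 2.58, standard error 0.18, adjusted p = 1.13e-05), while the invertebrate-type lysozyme *ilys-5* went from 573.7 to 157.1 CPM (-1.87, standard error 0.23, adjusted p = 0.000591) and the infection response gene *irg-5* was lower (-2.04, standard error 0.33, adjusted p = 0.00237). In xenobiotic metabolism, cytochrome P450 genes went both ways, with 9 of 60 higher and 8 lower (9 and 9 when adjusted over the list alone). *cyp-33C8* (4.07, standard error 0.24, adjusted p = 2.95e-06) and *cyp-13A12* (3.77, standard error 0.35, adjusted p = 9.74e-05) rose, and their list had a median of -0.06 and a mean of 0.25. Of 56 UDP-glucuronosyltransferases, which attach sugar to drugs and toxins, 8 rose and 4 fell, also when adjusted over the list alone (median -0.08, mean 0.20). *ugt-62* went from 79.4 to 568.2 CPM (2.84, standard error 0.20, adjusted p = 1.24e-05). Neither list, nor the immune effectors, stood apart as a set (camera, adjusted p = 0.891, 0.97 and 0.834). The lectins that rose were 34 and 32 without wild-type replicate 2 or double-mutant replicate 3, and the immune effectors that rose were 6 without either of these or double-mutant replicate 1. Cytochrome P450 genes were 5 higher without wild-type replicate 2 or 3 and 5 lower without double-mutant replicate 1 or 3, and UDP-glucuronosyltransferases were 2 lower without either of those and 8 lower without double-mutant replicate 2.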

The transcriptomic profile of *gsr-1a trxr-2* mutants, which is enriched for genes within these pathways (Fig. 3b), resembles the transcriptional responses of mutants compromising core mitochondrial functions such as the electron transport chain, tricarboxylic acid cycle or iron-sulfur cluster biogenesis [65,66,72,73]. These similarities suggest that maintenance of mitochondrial redox homeostasis is among the key mitochondrial functions under cellular surveillance that are essential for organismal survival.

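Set directly against the mean of both single mutants, the double mutant had 1750 genes higher and 242 lower (edgeR's quasi-likelihood test, adjusted p under 0.05), so that 87.9% of the genes called were higher. This balance depends on the fit: with the replicate number as a block 410 were lower, and without the 4 libraries of replicate 1, chosen after the data were seen, 2397 were higher and 1951 lower. By more than 2-fold, 1500 were higher and 63 lower. *clec-4* was above the single mutants by a log2 fold change of 5.03 (standard error 0.17, adjusted p = 2.29e-08), *cyp-14A4* by 5.16 (standard error 0.19, adjusted p = 5.29e-08) and *F22B3.7* by 9.16 (standard error 0.40, adjusted p = 1.63e-07). Among the lower genes were the desaturase gene *fat-7* (-2.15, adjusted p = 0.00126), the lysozyme gene *ilys-5* (-1.78) and the metallothionein gene *mtl-2* (-1.85, adjusted p = 0.00241). Of the 59 ATFS-1 targets tested, 44 were higher and none lower (48 and 0 when adjusted over the list alone), which a choice of the figure's genes by their rise in the double mutant would likewise favour. Of 15 genes of the UPR mt machinery 1 was higher. *hsp-6* differed from the single mutants by 0.44 (standard error 0.31), which was not called (adjusted p = 0.421); without the 4 libraries of replicate 1, a choice made after the data were seen, it was 0.35 with an adjusted p of 0.0276 (range over all alternatives 0.0276 to 0.701). The number of lower genes was 389, 151 and 135 without *gsr-1a* replicate 1, 2 or 3, 154 without *trxr-2* replicate 3, and 70 and 71 without double-mutant replicate 1 or 3. DESeq2 called 1831 genes higher and 686 lower.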

Because robust transcriptional remodeling and UPR^mt^ activation were only found in the *gsr-1a trxr-2* double mutant, but not in the respective single mutants, subsequent analyses focused only on the double mutant. We first assessed mitochondrial content and found it slightly decreased in the *gsr-1a trxr-2* worms compared to wild-type controls (Fig. 4a). Notably, mitochondrial membrane potential and superoxide production were also significantly reduced in the *gsr-1a trxr-2* mutant (Fig. 4b and c) whereas respiration and ATP levels remained unchanged (Fig. 4d and e). Despite the transcriptional activation of stress and defense-related genes, *gsr-1a trxr-2* animals did not exhibit enhanced resistance to the bacterial pathogens *Pseudomonas aeruginosa* or *Staphylococcus aureus* (Fig. 4f and Supplementary Table 4), nor to mitochondrial toxicants such as paraquat and juglone (Fig. 4g) or the mitochondrial complex I and III inhibitors rotenone and antimycin A, respectively (Fig. 4h). Finally, we also measured glutathione redox status in the cytosol of whole worms [48] and in mitochondria of muscle cells [49] and found no difference between the double mutant and wild-type control animals (Sup Fig. 3a and b). This is consistent with no changes in whole-animal mitochondrial matrix oxidation levels measured with MitoTracker™ Red CM-H_2_XRos probe (Sup Fig. 3c).

**Fig. 4:**
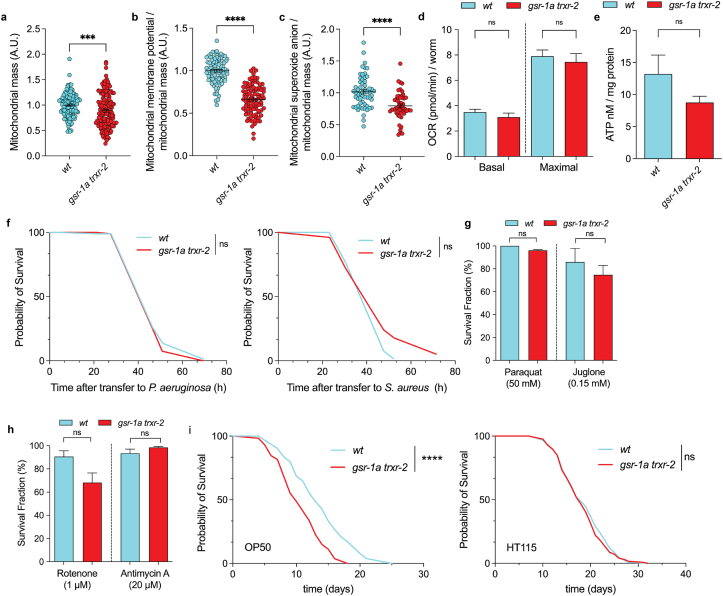
**Mitochondrial function, stress response, and lifespan in *gsr-1a(syb266) trxr-2(tm2047)* mutants.** a) Quantification of mitochondrial mass using MitoTracker™ Green, b) mitochondrial membrane potential using TMRE and c) mitochondrial superoxide anion production using mitoSOX Red™. All measurements were performed on first day adults and data are from three different experiments with at least 40 animals per assay. ns, not significant; ∗∗∗p < 0.001 and ∗∗∗∗p < 0.0001 by two-tailed Mann–Whitney test. Error bars are SEM. d) Basal/maximal oxygen consumption rate normalized to the number of worms and e) ATP content normalized by total protein amount. Data are the mean ± SEM from three different experiments with at least 50 animals per assay. ns, not significant by ordinary One-way ANOVA (d) or two-tailed Mann–Whitney test (e). f) Survival curves following exposure to *Pseudomonas aeruginosa* (left) and *Staphylococcus aureus* (right). Data are from three independent assays for *P. aeruginosa* and two for *S. aureus*, respectively. ns, not significant by Log-rank (Mantel–Cox) test. g) Quantification of survival after 16 h exposure to paraquat and juglone and h) to rotenone and antimycin. All measurements were performed on L4 animals and data are the mean ± SEM from three different experiments with at least 40 animals per assay. ns, not significant and ∗p < 0.05 by two-tailed Mann–Whitney test. i) Survival curves of animals fed on *E. coli* OP50 (left) or HT115 (right) bacteria. Data are from three independent assays on OP50 and two on HT115. ns, not significant and ∗∗∗∗p < 0.0001 by Log-rank (Mantel–Cox) test with Bonferroni correction.

The relationship between UPR^mt^ induction, typically through depletion of mitochondrial genes, and lifespan modulation is well established, with outcomes depending on the degree of mitochondrial perturbation [[74], [75], [76]]. Worms with impaired mitochondrial function often display reduced body size and reduced progeny yet increased lifespan (reviewed in Ref. [77]). We therefore tested whether disruption of mitochondrial redox homeostasis also affects longevity. Unexpectedly, we found that *gsr-1a trxr-2* worms are short lived compared to wild-type animals when grown on OP50 bacteria, whereas no differences were detected on HT115 bacteria (Fig. 4i and Supplementary Table 5). These results suggest that the impact of impairing mitochondrial redox homeostasis on lifespan may be modulated by nutritional cues.

Taken together, these findings indicate that loss of mitochondrial redox homeostasis does not markedly affect stress resistance or mitochondrial physiology in *C. elegans*, likely due to compensatory activation of UPR^mt^-dependent protective pathways, and consistent with the lethality of the *gsr-1a trxr-2; atfs-1* triple mutant.

### 3.5 Impairment of mitochondrial redox homeostasis alters mitochondrial dynamics without disturbing mitophagy

The observation that *gsr-1a trxr-2* animals are not sensitized to stress despite activation of UPR^mt^ prompted us to investigate whether changes in mitochondrial dynamics, which can be regulated by redox mechanisms [78], underlie the preservation of mitochondrial function in these mutants. To this end, we focused on muscle and hypodermal cells, two tissues with high metabolic activity and energy demand, as muscle contractility is required for animal continuous movement, whereas the hypodermis plays a central role in stress resistance, coordinating systemic responses with other tissues through the release of metabolic and hormonal signals [[79], [80], [81]].

Interestingly, *gsr-1a trxr-2* double mutants exhibited tissue-specific alterations in mitochondrial morphology with muscle cells having more elongated mitochondria as compared to wild-type controls, whereas those in hypodermal cells displayed increased fragmentation (Fig. 5a and b). This differential morphology was confirmed by quantifying mitochondrial circularity, a widely used parameter for assessing mitochondrial network integrity (Fig. 5c) [82]. Mitochondrial dynamics are governed by the balance between mitochondrial biogenesis and degradation (mitophagy), as well as by the rates of fusion and fission events, processes modulated by the UPR^mt^ [[83], [84], [85]]. In this context, disruption of mitochondrial fission using *drp-1* mutants or mitochondrial fusion with *fzo-1* mutants severely compromised the development of *gsr-1a trxr-2* double mutants (Fig. 5d and e) whereas inhibition of mitophagy through *dct-1* or *pink-1* mutations had no effect (Fig. 5f and g). Indeed, mitophagy is only slightly increased in *gsr-1a trxr-2* double mutants as shown by the ratio between pH sensitive GFP (autophagosome) and pH-insensitive DsRed (autolysosome) markers of the mtRosella reporter (Sup Fig. 3d) [38].

**Fig. 5:**
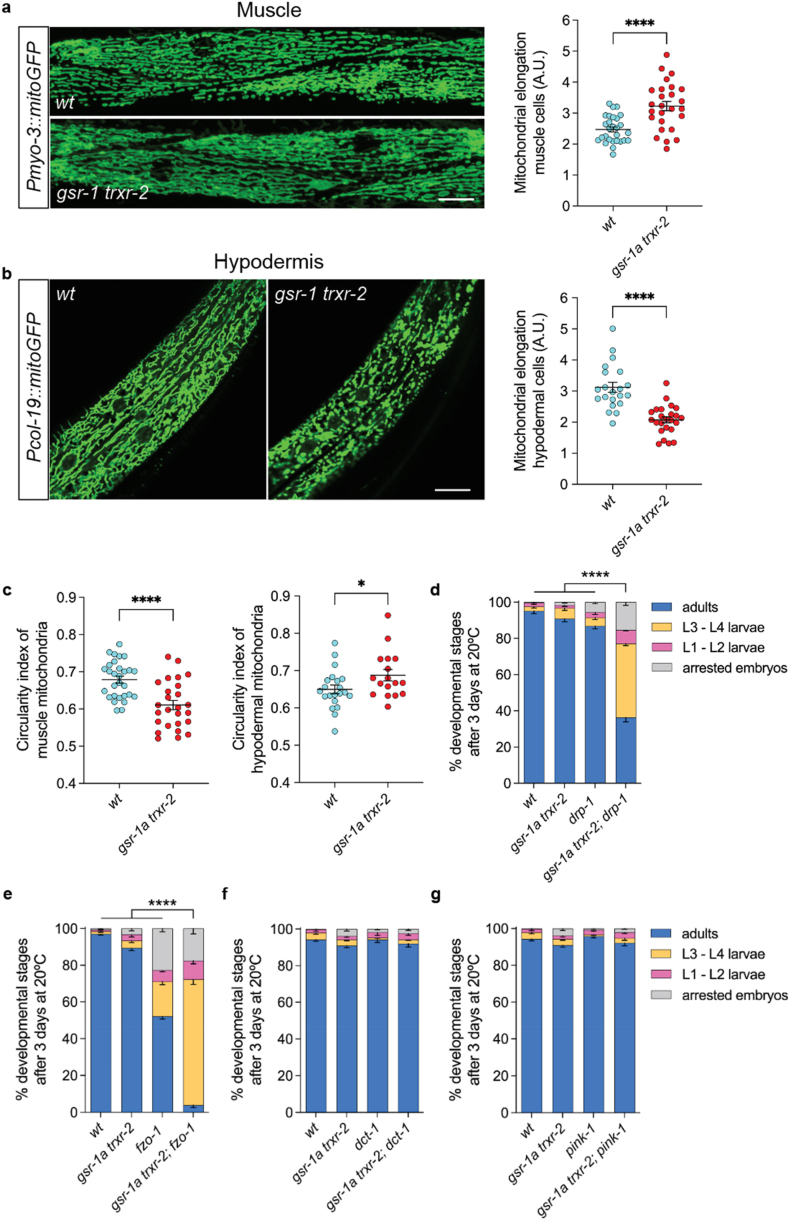
**Mitochondrial tissue-specific dynamics of *gsr-1a(syb266) trxr-2(tm2047)* mutants.** Representative fluorescence micrographs of mitochondrial network in a) body wall muscle cells and b) hypodermal cells. Graphs show the quantification of mitochondrial elongation from at least 20 first day adults for both tissues. ∗∗∗∗p < 0.0001 by unpaired *t*-test. Error bars are SEM. Scale bar 20 μm. c) Quantification of the circularity index of mitochondrial from muscle (left) and hypodermal (right) cells. Data are from at least 20 first day adults. ∗p < 0.05; ∗∗∗∗p < 0.0001 by unpaired *t*-test. Error bars are SEM. d-g) Percentage of developmental stages in worms with defective mitochondrial fission-fusion and mitophagy. Data are the mean ± SEM from three different experiments with at least 100 animals per assay. ∗∗∗∗p < 0.0001 by ordinary One-way ANOVA.

**Fig. 6:**
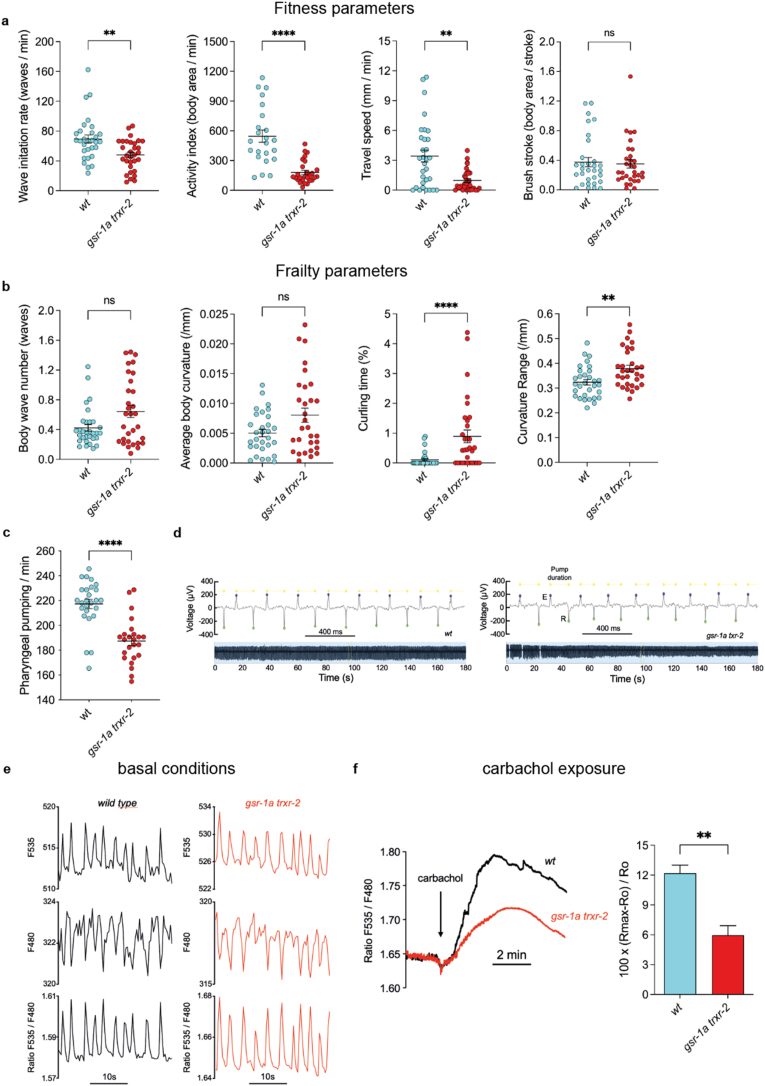
**Muscle-specific phenotypes in *gsr-1a(syb266) trxr-2(tm2047)* mutants.** CeleST locomotory parameters associated with a) physiological fitness and b) physiological frailty in first day adult animals. Data are from three independent experiments with at least 10 animals per assay. ns, not significant; ∗∗p < 0.01; ∗∗∗∗p < 0.0001 by two-tailed Mann-Whitney test. Error bars are SEM. c) Quantification of pharyngeal pumping rate per minute. Data are from three independent experiments with at least 10 animals per assay. ∗∗∗∗p < 0.0001 by two-tailed Mann-Whitney test. Error bars are SEM. d) Representative electropharyngeograms (EPGs) measurements performed in animals at fourth day of adulthood. Measurements were performed on 31 wild-type worms and 30 *gsr-1a trxr-2* double mutants. The following parameters were obtained and pooled: frequency, pump duration, amplitude (voltage change from the E wave peak to the R wave peak) and the R/E ratio. The mean data for these parameters are shown in Sup Fig. 4a e) Ca^2+^ oscillations under resting conditions in pharyngeal muscle cells. The figure shows typical records of the two individual F535 and F480 fluorescences (in arbitrary units), and the F535/F480 ratio, which directly reflects changes in Ca^2+^ concentration. Measurements were performed on 24 wild-type worms and 32 *gsr-1a trxr-2* double mutants. The following parameters were obtained and pooled: frequency, width at baseline, width at half-height and height. The mean data for these parameters are shown in Sup Fig. 4b f) Effect of carbachol on mitochondrial Ca^2+^ uptake. The figure shows the average of 17 experiments performed on wild-type worms and 20 experiments performed on *gsr-1a trxr-2* double mutants. Carbachol was added to the chamber when indicated to reach a final concentration of 10 mM. The bar diagram illustrates the height of the Ca^2+^ peak induced by carbachol in both conditions. ∗∗p < 0.001 by unpaired *t*-test.

Together, these findings indicate that mitochondrial network dynamics is tightly regulated in a tissue-specific manner upon disruption of mitochondrial redox homeostasis, even within tissues that are anatomically associated and functionally coordinated such as muscle and hypodermis [86]. Moreover, the dispensability of mitophagy for *gsr-1a trxr-2* double mutants development supports the notion that overall mitochondrial function remains largely preserved, precluding the need for selective degradation of damaged mitochondria, or alternatively, that compensatory mechanisms such as exopher-mediated mitochondria extrusion [9] contribute to the maintenance of a healthy mitochondrial network.

### 3.6 Tissue-specific somatic and germline effects upon impairment of mitochondrial redox homeostasis

Given the differential effects of the *gsr-1a trxr-2* deficiency on mitochondrial dynamics in muscle and hypodermal, we next focused on phenotypes specifically associated to these two tissues. Using the CeleST software, which quantifies locomotory behaviour in liquid medium as a proxy for muscle function [52], we observed that first day adult *gsr-1a trxr-2* animals exhibit reduced locomotor fitness parameters together with an increase in muscle frailty indicators (Fig. 6a and b). These findings suggest a functional decline of muscle cells when mitochondrial redox homeostasis is compromised. Consistent with this interpretation, *gsr-1a trxr-2* double mutants also display a reduced pharyngeal pumping rate (Fig. 6c), a defect that is not attributable to altered muscle depolarization capacity by defective neuronal signaling, as demonstrated by electropharyngeogram measurements (Fig. 6d and Sup Fig. 4a).

Proper regulation of mitochondrial calcium uptake is essential for muscle performance, both to sustain ATP production during contraction and to maintain cytosolic calcium homeostasis [87,88]. Using a mitochondrial-targeted fluorescence reporter expressed in pharyngeal muscle cells [53], we found that *gsr-1a trxr-2* animals show normal basal mitochondrial calcium import compared to wild-type controls (Fig. 6e and Sup Fig. 4b). However, when worms are exposed to carbachol, a chemical that induces a massive calcium entry into the cytoplasm by activation of the nicotinic acetylcholine receptors in the pharyngeal muscle cells [89], we observed a marked reduction in mitochondrial calcium uptake in the *gsr-1a trxr-2* double mutants (Fig. 6f). Together, these findings indicate that mitochondrial redox homeostasis is required to efficiently buffering high levels of calcium in the cytoplasm.

Reduced body size is a well characterized phenotype associated with impaired mitochondrial function [59], and this trait is also observed in *gsr-1a trxr-2* double mutants. In *C. elegans*, body size is primarily regulated by the BMP/DBL-1 signaling pathway, which promotes endoreduplication of hypodermal cells and transcriptional control of collagen genes, the major structural components of worm cuticle, synthesized by the underlying hypodermis [[90], [91], [92]]. 

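How many cuticle collagen genes were called in the double mutant, and in which direction, depended on the libraries. Of 139 tested, 31 rose and 4 fell against wild type (39 and 6 when adjusted over the list alone), with a median log2 fold change of 0.91. The others did not pass the test. The single mutants had medians of 0.82 (*gsr-1a*) and 0.57 (*trxr-2*) against wild type. Against the mean of both single mutants, 1 collagen was higher and 1 lower in the double mutant (0 and 0 when adjusted over the list alone). The median there was 0.24, and the set did not stand apart (camera, adjusted p = 0.412). The gene *col-92* was also called higher in *trxr-2* alone. *col-92* on chromosome III (10982166 to 10983253, WBcel235) went from 24.3 ± 5.32 CPM in wild type to 82.0 ± 16.50 in the double mutant (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.34, adjusted p = 0.00508 from edgeR's quasi-likelihood test). *col-168* rose by 1.88 (standard error 0.38, adjusted p = 0.00651), whereas the collagen gene *dpy-10*, mutations of which change body shape, fell from 23.2 to 10.1 CPM (standard error 0.28 on the log2 scale, adjusted p = 0.0115). Collagens stood above the other genes as a set (camera, adjusted p = 4.46e-05), but not with the correlation estimated (adjusted p = 0.988 with an estimated correlation), and did not pass fry (0.153), which looks within the list. Of 97 other genes of molting and the cuticle, 4 rose and 7 fell (0 and 4 when adjusted over the list alone), with a median of 0.03. *cutl-2*, of the cuticulin family of cuticle proteins, was among those that fell (-1.95, standard error 0.47, adjusted p = 0.0136). In the libraries of the double mutant the collagen mean was 0.04, 0.70 and 0.11 in replicate 1, 2 and 3 (log2 CPM relative to the mean of all 12 libraries), against -0.41, -0.46 and -0.48 in wild type. Without double-mutant replicate 2 the collagens higher and lower were 5 and 2 (median 0.50), without double-mutant replicate 3 they were 14 and 2, and without wild-type replicate 1, 2 or 3 they were 5 and 7 (median 1.09), 8 and 2, and 10 and 2. The other cuticle genes higher and lower were 0 and 12, 0 and 2, and 1 and 5 without wild-type replicate 1, 2 or 3, and 2 and 6, 0 and 3, and 1 and 1 without double-mutant replicate 1, 2 or 3. Without the 4 libraries of replicate 1, chosen after the data were seen, 70 collagens rose and 11 fell.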

Interestingly, our RNAseq analysis revealed upregulation of genes encoding collagens and other proteins involved in cuticle morphogenesis (Fig. 3b and Supplementary Tables 2 and 3). Notably, several of these genes, including *lon-3* and *sqt-1*, function downstream BMP/DBL-1 pathway to control worm body size [93,94]. 

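*lon-3*, which encodes a cuticle collagen (chromosome V, 12197437 to 12198645, WBcel235), had 2.27 ± 0.979 CPM in wild type and 7.03 ± 4.69 in the double mutant (SD, n = 3 libraries each). Its log2 fold change of 1.65 (standard error 0.62) was not called (adjusted p = 0.0839 from edgeR's quasi-likelihood test). DESeq2 gave 1.64 with an adjusted p of 0.0281 (range over all alternatives 0.0281 to 0.327). *sqt-1*, another cuticle collagen gene (chromosome II, 11336693 to 11337837), rose from 4.75 ± 0.623 CPM to 10.06, 29.7 and 13.8 CPM in the libraries of the double mutant, a log2 fold change of 1.91 (standard error 0.53, adjusted p = 0.0274 from the same test). Its call was lost without wild-type replicate 1 (adjusted p = 0.0723), 2 (0.0796) or 3 (0.0598) and without double-mutant replicate 2 (0.111) or 3 (0.0508; range over all alternatives 0.00189 to 0.111). For both genes the spread between the libraries of the double mutant was more than 4 times that in wild type.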

As elevated *lon-3* expression is known to decrease body size [95], we hypothesized that increased *lon-3* activity contributes to the reduced size phenotype observed in *gsr-1a trxr-2* animals. To test this, we used the *lon-3(sp23)* loss-of-function mutation [95] and found that the increased ratio in body size of the *gsr-1a trxr-2; lon-3* triple mutant compared to *gsr-1a trxr-1* control was similar to that of *lon-3* single mutant compared to wild-type control (Fig. 7a), indicating that *lon-3* is not responsible for the small phenotype. Furthermore, *gsr-1a trxr-2* double mutants have the same number of nuclei in the hypodermal hyp-7 syncytium as wild-type animals (Fig. 7b), suggesting that neither defective cuticle formation nor impaired hypodermal DNA content (ploidy) accounts for the reduced body size of *gsr-1a trxr-2* worms. Given the high number of collagen encoding genes present in the *C. elegans* genome [91], we cannot rule out that redox regulation of collagens other than *lon-3* may control body size in the double mutants.

**Fig. 7:**
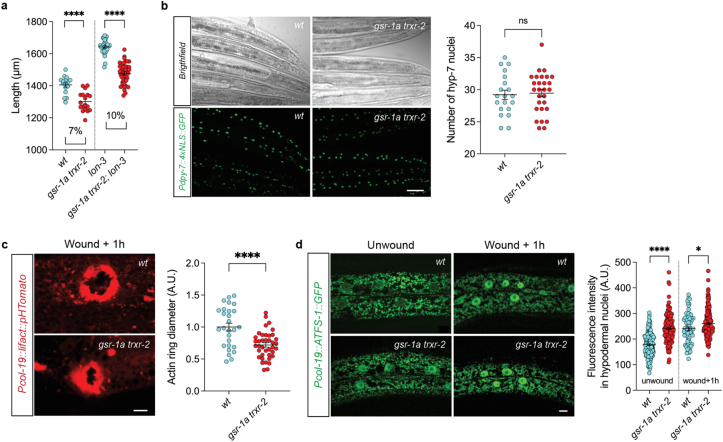
**Hypodermal-dependent phenotypes of *gsr-1a(syb266) trxr-2(tm2047)* mutants.** a) Quantification of day 2 adult animals length. Percentages represent the differential length between indicated genotypes. Data are from three independent experiments with at least 15 animals per assay. ∗∗∗∗p < 0.0001 by two-tailed Mann-Whitney test. Error bars are SEM. b) Representative bright-field and fluorescence micrographs (left) and quantification of syncytium nuclei (right) of the posterior part of hyp-7 cell. Data are from at least 20 animals. ns, not significant by unpaired *t*-test. Error bars are SEM. Scale bar 25 μm. c) Representative fluorescence micrographs (left) and quantification of the diameter of the laser induced wound after 1 h recovery (right). Data are from at least 25 first day adult animals. ∗∗∗∗p < 0.0001 by unpaired *t*-test. Error bars are SEM. Scale bar 10 μm. d) Representative fluorescence micrographs (left) and quantification of the fluorescence intensity of the ATFS-1:GFP reporter in hypodermal cell nuclei before and after 1 h laser induced wound. Data are from at least 65 first day adult animals. ∗p < 0.05; ∗∗∗∗p < 0.0001 by unpaired *t*-test. Error bars are SEM. Scale bar 20 μm.

Hypodermal wounding induces a distinct innate immune response initiated by a mitochondrial ROS production at the site of injury, triggering a rapid and reversible mitochondrial fragmentation that depends on cytoplasmic calcium and the mitochondrial Rho GTPase MIRO-1 [39,96,97]. As *gsr-1a trxr-2* double mutants induce an immune response at the transcriptional level and also show increased mitochondrial fragmentation in hypodermis, we next asked whether wound repair dynamics is altered in these animals. Indeed, laser-wounding experiments revealed that *gsr-1a trxr-2* worms repair wounds more rapidly than wild-type controls, as measured by contraction of the actin right at the injury site (Fig. 7c). Additionally, wounding triggered nuclear translocation of an ATFS-1:GFP fusion protein in hypodermal cells, a phenotype that is also found in unwounded *gsr-1a trxr-2* double mutants (Fig. 7d). Together, these observations suggest that accelerated wound repair in *gsr-1a trxr-2* mutants may be driven by chronic activation of ATFS-1-dependent stress signaling in the hypodermis.

*gsr-1a trxr-2* double mutants have decreased progeny production, a phenotype previously associated with impaired mitochondrial function in *C. elegans* [60]. Because our RNAseq analysis revealed an upregulation of genes involved in male gamete generation and function (Fig. 3b), we first examined sperm production and fertilization capacity in *gsr-1a trxr-2* animals. 

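All genes of major sperm proteins that could be tested, 26 of 31, rose in the double mutant, with a median log2 fold change of 2.23. These small proteins form the cytoskeleton that moves nematode sperm. *msp-56* on chromosome IV (9841443 to 9841961, WBcel235) went from 5.19 ± 0.841 CPM in wild type to 25.6 ± 8.83 in the double mutant (SD, n = 3 libraries each), a log2 fold change of 2.29 (standard error 0.33, adjusted p = 0.00151 from edgeR's quasi-likelihood test). *msp-55* rose by 2.37 (standard error 0.36, adjusted p = 0.002). Since the genes of this family are near-identical and read pairs that fit several of them were not counted, the level of each is uncertain. Of 59 other genes of sperm formation and function, 48 rose and none fell (56 and 0 when adjusted over the list alone), with a median of 2.00. *spe-18* (2.22, standard error 0.31, adjusted p = 0.00134) and *spe-54* (3.24-fold, adjusted p = 0.00123) rose, as did the sperm-specific gene *ssp-10* (2.40, standard error 0.34, adjusted p = 0.00142) and *spe-11*, which encodes a sperm protein that the embryo needs (1.94, standard error 0.37, adjusted p = 0.00486). Both lists stood above the other genes as sets (camera, adjusted p = 1.22e-15 for the major sperm proteins and 1.23e-20 for the others), which was lost with the correlation estimated (adjusted p = 0.699 with an estimated correlation, for either). A test within each list of whether its genes move one way on balance (fry) gave an adjusted p of 0.0108 and 0.00691. All 26 major sperm protein genes were also higher against the mean of both single mutants (median 1.74), as were 49 of the others (54 when adjusted over the list alone; median 1.63). Against wild type, medians of the major sperm proteins and the other sperm genes were 1.01 and 0.88 in *gsr-1a* and -0.06 and -0.04 in *trxr-2*. The single mutants were not tested against each other. With the correlation estimated, neither list stood apart in *gsr-1a* (camera, adjusted p = 0.768 for either). Genes of the early embryo had a median of -0.61 in the double mutant. With each library left out in turn, all 26 and between 37 and 52 of the others rose. The replicates of the double mutant differed, with means of the major sperm proteins of 1.91, 0.66 and 1.74 in replicate 1, 2 and 3 (log2 CPM relative to the mean of all 12 libraries).

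**Figure D1:**
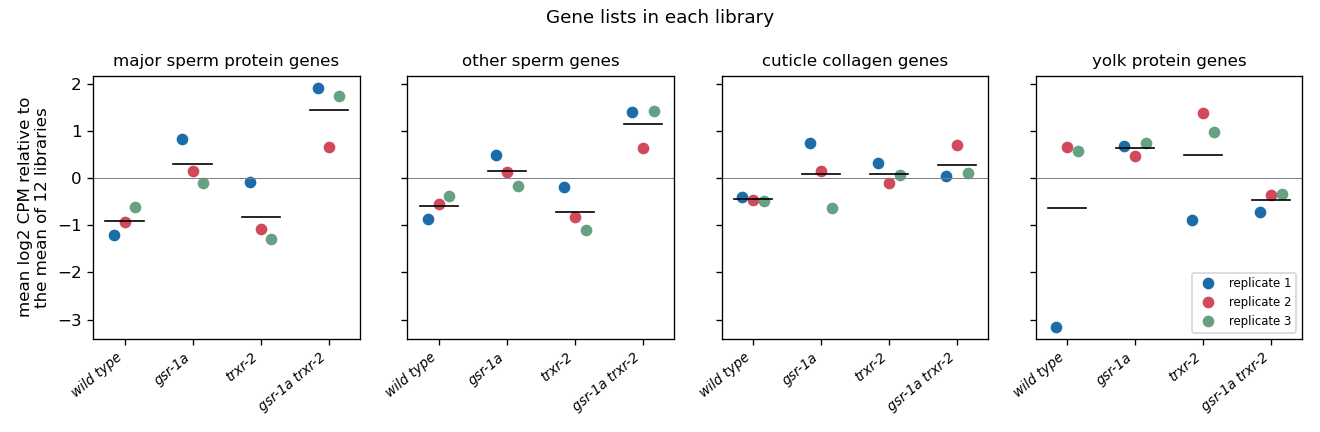
Mean log2 CPM of the genes of 4 lists in each library, relative to the mean over all 12 libraries, for major sperm protein, other sperm, cuticle collagen and yolk protein genes. Points are libraries, coloured by replicate number, and bars are the means of the 3 libraries of each strain. The libraries of the double mutant lie from 0.66 to 1.91 for the major sperm proteins and those of wild type from -1.21 to -0.61, while in the yolk panel wild-type replicate 1 lies at -3.15, away from the other wild-type libraries at 0.65 and 0.57.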

Although *gsr-1a trxr-2* double mutants produced a comparable number of spermatozoa as compared to wild-type controls, their fertilization efficiency was markedly reduced (Fig. 8a and b). To evaluate whether maternal mechanisms also account to the lower progeny of *gsr-1a trxr-2* double mutants we next quantified exopher production in these animals. As described previously, exophers represent a specialised class of exceptionally large extracellular vesicles that enable *C. elegans* cells to externalise material that cannot be efficiently processed by conventional intracellular quality-control pathways. First described in neurons as a mechanism for expelling damaged mitochondria and protein aggregates [9], exophers are also produced by body-wall muscle, where they serve dual functions: the removal of mitochondria and the export of yolk proteins to support embryonic development [10]. As shown in Fig. 8c, *gsr-1a trxr-2* double mutants generate fewer muscle-derived exophers compared to wild-type controls. Given the induction of UPR^mt^ in *gsr-1a trxr-2* animals, we next examined whether constitutive activation of ATFS-1 influences exopher formation. In *atfs-1(et17)* animals, which express an ATFS-1 variant with a defective mitochondrial targeting sequence leading to constitutive ATFS-1 nuclear localization, the number of muscle exopher formation was also reduced (Fig. 8d). This finding provides a potential mechanistic link between disrupted mitochondrial redox homeostasis and impaired exopher formation that may reduce yolk proteins provision to the developing embryos, perhaps by shifting reproductive resources to mitochondrial repair. However, as embryo-derived factors induce the production of exophers [10], we cannot rule out that a reduced number of embryos in the uterus of *gsr-1a trxr-2* double mutants as a consequence of their reproductive system phenotypes (Fig. 1e–g) may also contribute to the lower exopher production in these animals. Taken together, our data suggest that the diminished progeny production in *gsr-1a trxr-2* animals can result from both reduced sperm fertilization capacity and decreased muscle-derived exopher formation.

**Fig. 8:**
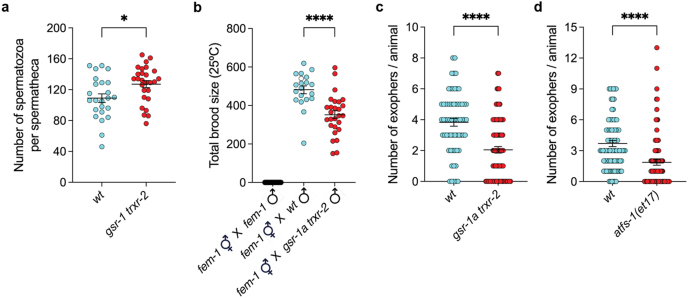
**Fertilization capacity and exopher production phenotypes in *gsr-1a(syb266) trxr-2(tm2047)* mutants.** a) Quantification of the number of spermatozoa per spermatheca. Data are from four independent experiments with at least four spermathecas per assay. ∗p < 0.05 by unpaired *t*-test. Error bars are SEM. b) Quantification of the total brood size from *fem-1(hz17)* hermaphrodites fertilized at 25 °C. Data are from three independent experiments including at least 10 crosses and progeny production was monitored over eleven days. ∗∗∗∗p < 0.0001 by unpaired *t*-test. Error bars are SEM. c,d) Quantification of muscle exopher formation in worms expressing a TOMM-20(1-50):GFP reporter under the control of the *myo-3* promoter. Data are from three independent experiments with at least ten animals per assay. ∗∗∗∗p < 0.0001 by two-tailed Mann-Whitney test. Error bars are SEM.

In summary, while disruption of mitochondrial redox homeostasis compromises muscle and sperm function, it may simultaneously promote protective adaptations in other tissues, such as hypodermis.

## 4 Discussion

Mitochondria rely on the import of reduced glutathione from the cytoplasm, where it is synthesized. Accordingly, mammalian cells lacking the mitochondrial GSH importer paralogues SLC25A39 and SLC25A40 fail to proliferate [57], and this phenotype is conserved in *C. elegans* as null mutants of the *C16C10.1* gene, the single worm orthologue of SLC25A39/40 genes, die at L1 stage. In *C. elegans*, deletion of *gsr-1* first exon selectively abolishes the expression of the mitochondrial GSR-1a isoform while maintaining the expression of the cytoplasmic isoform GSR-1b, which is essential for survival [18]. Interestingly, *gsr-1a* mutants exhibit minimal transcriptional changes, similarly to *trxr-2* mutants lacking mitochondrial thioredoxin reductase. In contrast, the *gsr-1a trxr-2* double mutant has a robust alteration of its transcriptome, indicating that, like in the cytoplasm, these two redox systems act redundantly to maintain mitochondrial redox homeostasis.

Because the primary function of glutathione reductase is to regenerate GSH from GSSG, the observed transcriptional reprogramming in *gsr-1a trxr-2* double mutants suggests that the mitochondrial thioredoxin system may substitute this GSSG recycling function in the absence of mitochondrial GSR-1a. The viability of *gsr-1a trxr-2* animals, with only modest physiological defects, and the maintenance of a normal GSH/GSSG ratio in whole animal cell cytoplasm and muscle cell mitochondria, could be explained by the existence of a third GSSG reduction system in mitochondria either directly by dihydrolipoic acid or via mitochondrial glutaredoxin GLRX-5 and dihydrolipoamide [98,99]. Alternatively, an active GSSG export mechanism may operate in these animals to reduce it in the cytoplasm. Indeed, *C. elegans* mutants lacking the putative GSSG exporter *abtm-1* are lethal [100]. Together, it is then plausible that mitochondrial thioredoxin reductase and glutathione reductase systems are more involved in general redox homeostasis maintenance rather than recycling mitochondrial GSSG, which can then be performed in the cytoplasm if efficiently exported from mitochondria or within mitochondria through the lipoic acid cycle.

The transcriptional signature of the *gsr-1a trxr-2* double mutant resembles that of other mutants that impair core mitochondrial functions, including genes involved in stress resistance and immune response [65,66,72,73]. Consistent with this, *gsr-1a trxr-2* animals are smaller and display germline developmental defects that reduce progeny production and extend the egg-laying period, phenotypes associated with impaired mitochondrial function [59,74]. Related to this, and specific to mitochondrial impairment, mitohormesis is an adaptive response by which a mild, sublethal mitochondrial stress triggers a number of cellular changes leading to a rewiring of cell metabolism, protein folding capacity and redox environment that collectively predispose the organism to be less vulnerable to subsequent more severe stresses (reviewed in Ref. [101]). However, despite *gsr-1a trxr-2* double mutants are small and have reduced progeny, phenotypes shared by mitohormetic worms [102,103], they do not show enhanced resistance to pathogen infection or toxicants exposure, do not live longer and exhibit normal ROS levels and basal respiration. Thus, disruption of mitochondrial redox homeostasis alters mitochondrial function but does not seem to elicit a beneficial adaptive mitohormetic response.

*gsr-1a trxr-2* animals trigger a transcriptional response consistent with the hypothesis that maintenance of redox homeostasis is a core mitochondrial function, as its impairment triggers the expression of many genes that are *bona-fide* targets of ATFS-1, the master regulator of UPR^mt^ [62]. To our knowledge, this genetic background induces one of the strongest constitutive ATFS-1 nuclear import phenotypes described to date. These findings highlight the central role of mitochondrial redox balance in sustaining proteostasis and demonstrate the essential role of ATFS-1 activation and UPR^mt^ induction during development when mitochondrial redox homeostasis is disrupted, proven by the lethal phenotype of a *gsr-1a trxr-2; atfs-1* triple mutant.

Throughout development, *C. elegans* undergoes a mitochondrial network expansion program, particularly critical during germline maturation at the L3 to L4 larval stage transition, which requires ATFS-1 mediated UPR^m^ induction [104,105]. Our data support the hypothesis that a tightly regulated mitochondrial redox function is essential for a correct germline development and acquisition of normal size and that the constitutive UPR^mt^ induction in *gsr-1a trxr-2* animals can only partly restore mitochondrial functionally to compensate germline and size defects. This partial compensation likely underlies the reduced body size, impaired gonad migration and decreased progeny phenotypes observed in the double mutants, reflecting a trade-off between stress mitigation and reproductive fitness, which is dependent on ATFS-1 and UPR^mt^ [106].

We further found that mitochondrial dynamics in *gsr-1a trxr-2* double mutants is regulated in a tissue-specific manner, with muscle cells showing increased elongated mitochondria while hypodermal cells presenting a high degree of mitochondrial fragmentation. Proper mitochondrial dynamics is essential for muscle performance, as illustrated by the motility defects described in mutants that either disrupt mitochondrial fusion (*fzo-1*) or mitochondrial fission (*drp-1*) [107]. In this context, *gsr-1a trxr-2* double mutants also have impaired motility phenotypes and other muscle related defects such as reduced pharyngeal pumping and, more strikingly, display severe developmental delays when combined with mutations in *drp-1* or *fzo-1* genes, indicating that mitochondrial redox imbalance sensitizes mitochondrial dynamics. In contrast, the small increase of mitophagy in *gsr-1a trxr-2* double mutants does not have any impact on development, demonstrating that disruption of mitochondrial redox homeostasis primarily alters mitochondrial remodeling rather than causing accumulation of damaged mitochondria.

Interestingly, calcium influx into the mitochondrial matrix, which is important to provide energy for muscle contraction, is not altered under basal conditions in *gsr-1a trxr-2* animals, but it is strongly decreased upon carbachol treatment, that induces a massive calcium influx through the plasma membrane and the subsequent buffering by import into mitochondria [87,89]. Our data suggest that MCU-1 inner mitochondrial membrane Ca^2+^ uniporter, which mediates calcium import into mitochondrial matrix upon carbachol treatment [108], is negatively regulated when mitochondrial redox homeostasis is disrupted. The fact that mammalian MCU is activated by glutathionylation in a conserved cysteine residue [109], also present in *C. elegans*, may provide a plausible explanation for the lower Ca^2+^ import in *gsr-1a trxr-2* double mutants as MCU-1 glutathionylation may be defective in muscle cells.

In contrast to the increased elongation of the mitochondria network in muscle cells, hypodermal cells have a much more fragmented network in *gsr-1a trxr-2* worms as compared to wild-type animals. Unexpectedly, *gsr-1a trxr-2* animals are more efficient repairing laser-induced lesions in the hypodermis, which may appear as a counterintuitive result considering that closure of hypodermal wounds has been shown to be dependent on Ca^2+^ import into the mitochondria via MCU-1 [39]. One possible explanation for this apparently contradictory result compared to muscle cells is that laser-wounding, a much more damaging treatment than carbachol exposure, may also induce an increase in cytoplasmic GSH import into mitochondria to sustain MCU-1 activity, as it has been reported following traumatic brain injury in mice [110]. Alternatively, enhanced mitochondrial fragmentation in hypodermis may induce MCU-1 levels in this tissue, while mitochondrial elongation may decrease MCU-1 expression in muscle cells. It will be interesting to determine whether ATFS-1 directly regulates cytoskeletal repair genes or modulates calcium dynamics during wound closure.

In addition to their roles in somatic tissues, mitochondria are essential regulators of *C. elegans* spermatogenesis and sperm activation, the transition from immotile spermatids to fully functional, motile spermatozoa [111,112]. Notably, *gsr-1a trxr-2* double mutants exhibit reduced fertilization capacity, even though they upregulate multiple genes required for the formation of functional gametes as shown by transcriptomic analysis. How defects in mitochondrial redox homeostasis specifically impair sperm maturation and/or sperm function, and whether diminished muscle-derived exopher yolk provisioning to developing embryos contributes to the reduced brood-size phenotype in these mutants, remain important open questions that deserve further investigation.

In conclusion, in this work we provide a genetic and functional characterization a *C. elegans* mutant with impaired mitochondrial redox homeostasis, which leads to mild but pleiotropic phenotypes. The availability of this mutant simultaneously lacking mitochondrial thioredoxin and glutathione reductases offers a valuable model to investigate how mitochondrial redox control influences key cellular and organismal functions. Future studies can build on this work aiming to identify the mitochondria-derived signal responsible for constitutive ATFS-1 activation in *gsr-1a trxr-2* mutants or to examine how endoplasmic reticulum dynamics adapt to compromised mitochondrial redox status. Together, this genetic model provides a useful platform for advancing our understanding of *in vivo* redox regulation in mitochondria.

## Data availability statement

RNAseq raw data are deposited at the Sequence Read Archive of NCBI with the ID number GSE311484.

## CRediT authorship contribution statement

**Marina Valenzuela-Villatoro:** Conceptualization, Data curation, Formal analysis, Investigation, Methodology. **Patricia de la Cruz-Ruiz:** Conceptualization, Data curation, Formal analysis, Investigation, Methodology, Writing – original draft. **David Guerrero-Gómez:** Formal analysis, Investigation, Methodology. **Eva Gómez-Orte:** Formal analysis, Investigation, Methodology. **Alfonso Schiavi:** Formal analysis, Investigation, Methodology. **Silvia Maglioni:** Formal analysis, Investigation, Methodology. **Mayte Montero:** Formal analysis, Investigation, Methodology. **Rosalba I. Fonteriz:** Formal analysis, Investigation, Methodology. **José Carlos Casas-Martínez:** Data curation, Formal analysis, Investigation, Methodology. **Nicole E. Briand:** Investigation, Methodology. **Jingxiu Xu:** Investigation, Methodology. **María Jesús Rodriguez-Palero:** Formal analysis, Investigation, Methodology. **Marta Artal-Sanz:** Investigation, Methodology. **Katarzyna Olek:** Investigation, Methodology. **Justyna Polaczyk:** Investigation, Methodology. **Michal Turek:** Investigation, Methodology. **Wojciech Pokrzywa:** Investigation, Methodology. **Suhong Xu:** Investigation, Methodology. **Javier E. Irazoqui:** Formal analysis, Investigation, Methodology. **Brian McDonagh:** Investigation, Methodology, Writing – review & editing. **Javier Álvarez:** Investigation, Methodology, Writing – review & editing. **María Olmedo:** Formal analysis, Investigation, Methodology. **Natascia Ventura:** Formal analysis, Investigation, Methodology. **Juan Cabello:** Conceptualization, Investigation, Methodology, Writing – review & editing. **Antonio Miranda-Vizuete:** Conceptualization, Data curation, Formal analysis, Funding acquisition, Project administration, Supervision, Writing – original draft.

## Declaration of competing interest

Dr. Antonio Miranda-Vizuete, corresponding author of the manuscript entitled “Mitochondrial redox homeostasis links organellar stress surveillance to germline and somatic integrity in *Caenorhabditis elegans*” and on behalf of all authors, declares that have no known competing financial interests or personal relationships applicable to the work reported in this paper.

# Supplementary material for: Mitochondrial redox homeostasis links organellar stress surveillance to germline and somatic integrity in Caenorhabditis elegans
**Source:** Redox Biol. 2026 Mar 9;93:104115. doi: 10.1016/j.redox.2026.104115
**Supplement:** Multimedia component 6

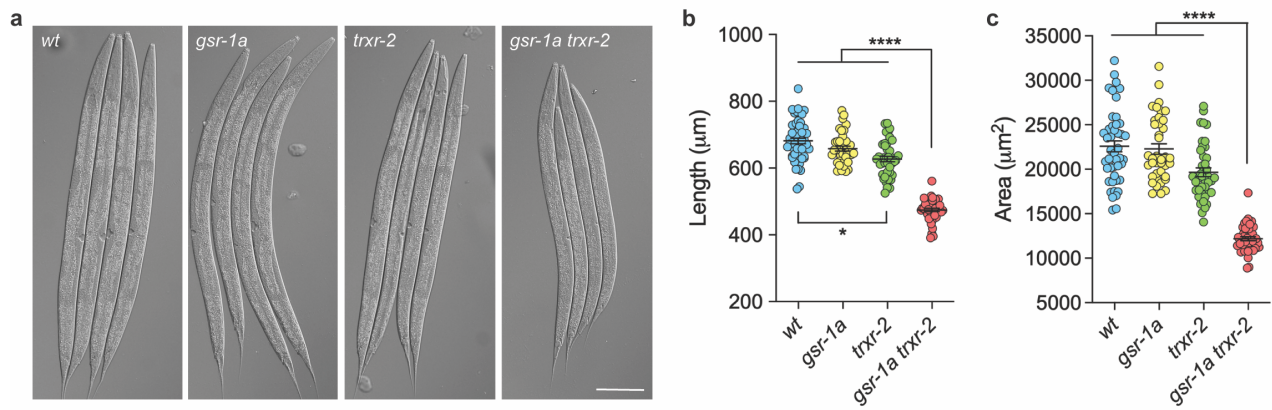

Supplementary Figure 1. Size phenotypes of *gsr-1a*(*syb266*) and *trx-2*(*tm2047*) mutants. a) Representative micrographs of animals of the specified genotypes at second day after synchronized egg-lay. Scale bar 100 μm . Quantification of b) worm length and c) worm area. Data are from two independent experiments with at least 25 animals per assay. Error bars are SEM. * $p < 0.05$; **** $p < 0.0001$ by Kruskal-Wallis test.

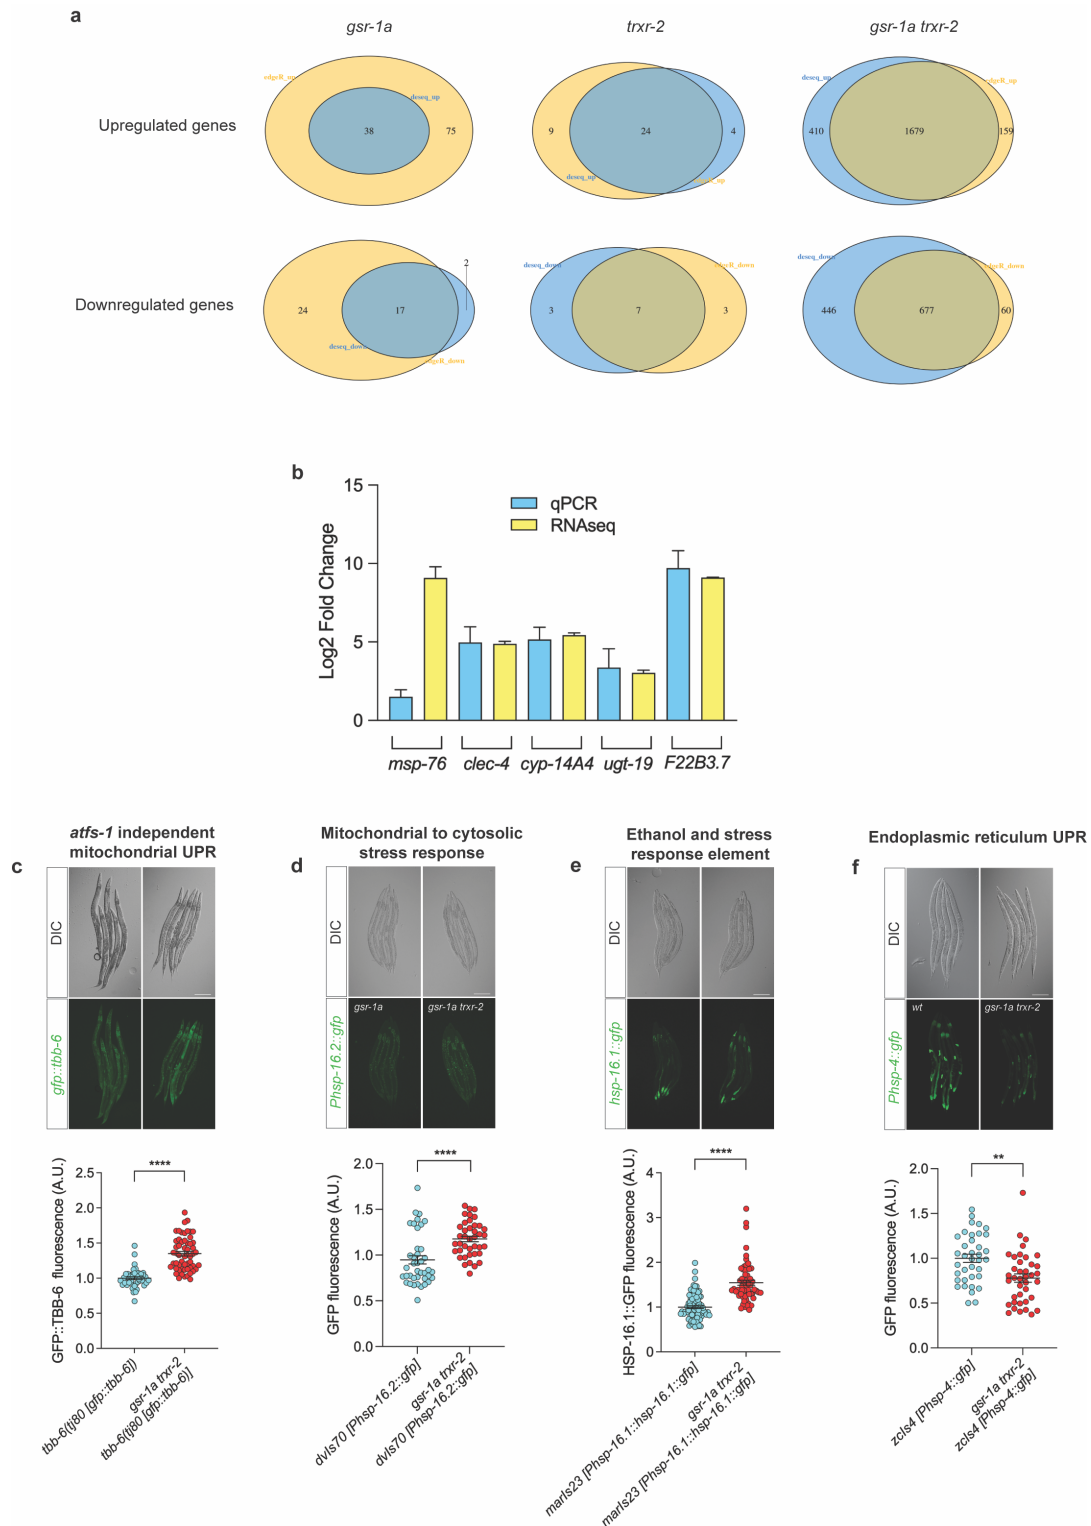

Supplementary Figure 2. Transcriptomic analysis and stress response markers in *gsr-1a*(*syb266*) and *trx-2*(*tm2047*) mutants. a) Venn diagrams and overlap of DEGs analysed by edgeR and Deseq2 packages (Robinson et al. 2010; Love et al. 2014). b) Comparison of selected DEGs by RNAseq and qPCR analysis. c-f) Representative differential interference contrast and fluorescence micrographs and quantification of worms at first day of adulthood, except *dvl-570* animals at L4 stage, expressing reporters for c) *atfs-1* independent UPR^{mt} (Munkacsy et al. 2016); d) mitochondrial-to-cytosolic stress response (Kim et al. 2016); e) ethanol and stress response element (Tjahjono et al. 2020) and f) UPR^{er} (Calfon et al. 2002). Data are from three different experiments with at least 10 animals per assay. Error bars are SEM. ** $p < 0.01$; **** $p < 0.0001$ by unpaired t-test. Scale bar 200 μm .

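The genes that the qPCR of panel b compares with RNA-seq were called in the double mutant by edgeR's quasi-likelihood test, with each library left out as well. *clec-4*, a C-type lectin gene (chromosome II, 12578356 to 12581098, WBcel235), went from 9.23 ± 1.19 CPM in wild type to 274.5 ± 24.21 in the double mutant (SD, n = 3 libraries each), a log2 fold change of 4.89 (standard error 0.22, adjusted p = 5.7e-07). *cyp-14A4*, a cytochrome P450 gene (chromosome X, 13282096 to 13284204), went from 0.388 ± 0.0826 to 16.50 ± 1.44 CPM (42.3-fold, standard error 0.26 on the log2 scale, adjusted p = 5.7e-07). *ugt-19*, a UDP-glucuronosyltransferase gene (chromosome IV, 6076692 to 6079945), went from 8.14 ± 1.13 to 67.5 ± 10.1 CPM (3.05, standard error 0.18, adjusted p = 2.95e-06). *F22B3.7* (chromosome IV, 11417581 to 11421796) had 1, 0 and 0 counts in the wild-type libraries and 516, 605 and 517 in the double mutant, a ratio of 1760 with a 95% counting interval of 316 to 69700. Its fitted log2 fold change of 10.29 (standard error 0.59, adjusted p = 2.6e-06) depends on the prior count. *msp-76* (chromosome IV, 9688982 to 9689433) had 0, 1 and 6 counts in the wild-type libraries, and its mean level was 443 times as high in the double mutant, 204 times in *gsr-1a* and 105 times in *trxr-2*. Its fitted log2 fold change in the double mutant was 8.77 (standard error 0.77, adjusted p = 6.42e-05). With 1 library left out it ran from 8.33 to 10.6 there, from 7.29 to 9.55 in *gsr-1a* and from 6.1 to 8.52 in *trxr-2*. As *msp-76* belongs to a family with near-identical copies and has few counts in wild type, its level is uncertain. Panel a compares the genes called by edgeR and by DESeq2. In the files used here both tools called 1854 genes higher and 942 lower in the double mutant, with every library of all 4 strains in each fit.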

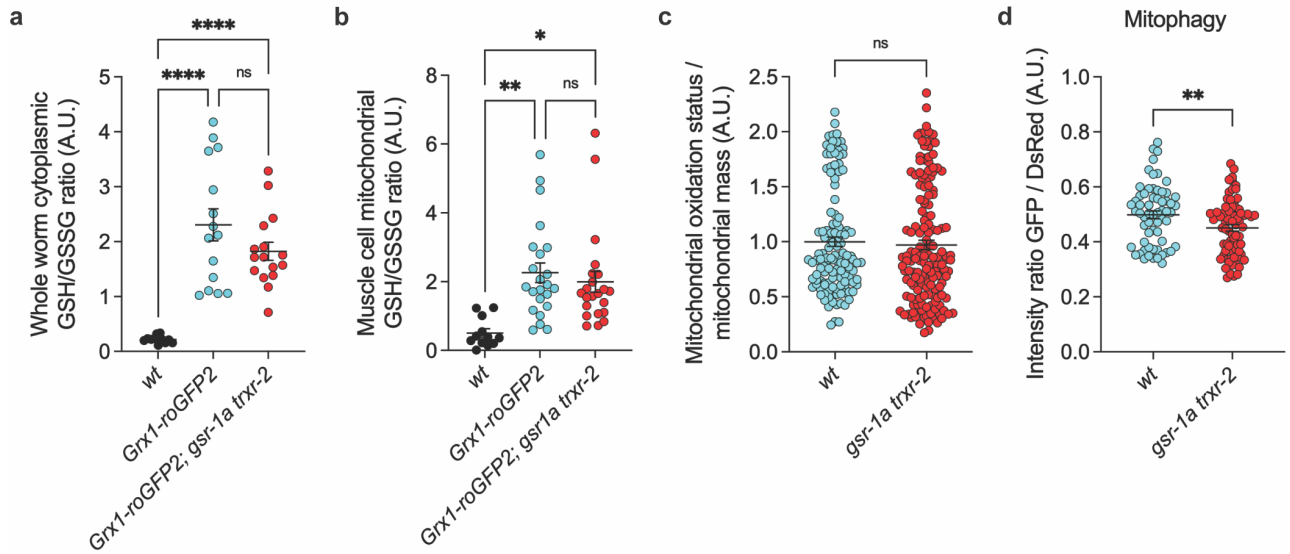

Supplementary Figure 3. Glutathione redox status, mitochondrial matrix oxidation and mitophagy in *gsr-1a(syb266) trxr-2(tm2047)* mutants. Quantification of a) GSH/GSSG ratio using a whole worm cytoplasmic Grx1-roGFP2 biosensor (Back et al. 2012), b) GSH/GSSG ratio using a muscle cell mitochondrial Grx1-roGFP2 biosensor (Guo et al. 2023), c) mitochondrial matrix oxidation status using MitoTracker™ Red CM-H₂XRos and d) mitophagy using a mtRosella biosensor (Palikaras et al. 2015). All data are from three independent experiments with first day adult animals using approximately 250 worms. ns, not significant and **** $p < 0.0001$ by ordinary One-way ANOVA (a,b); at least 40 worms. ns, not significant by two-tailed Mann–Whitney test (c), and at least 10 worms. ** $p < 0.01$ by unpaired t-test. Represented is the ratio between pH-sensitive GFP to pH-insensitive DsRed (d). Error bars are SEM.

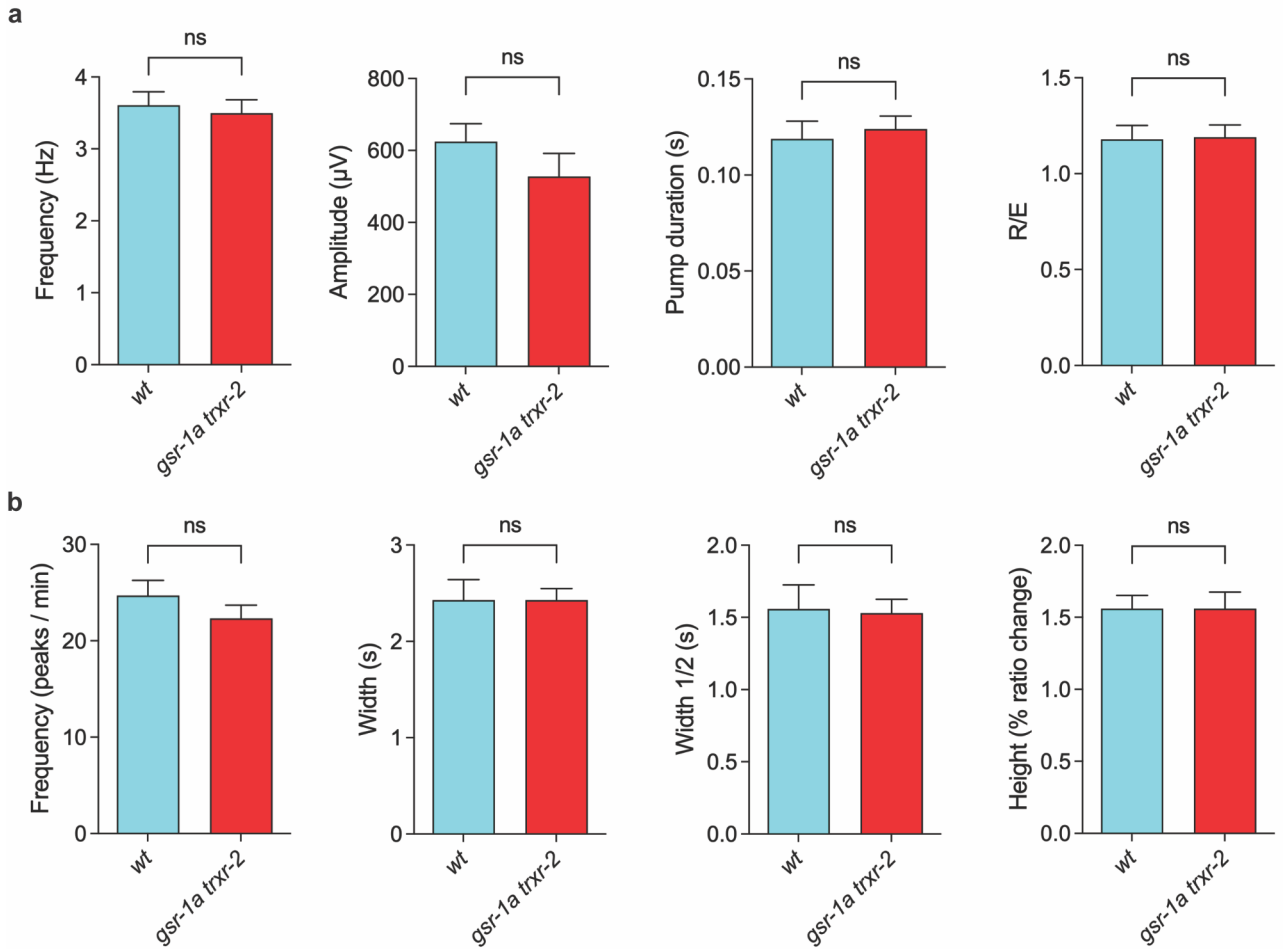

Supplementary Figure 4. Electropharyngeogram and basal mitochondrial calcium uptake parameters in wild type and *gsr-1a trxr-2* mutants. a) Quantification of electropharyngeogram frequency, pump duration, amplitude and repolarization (R) / depolarization (E) ratio. Data are the mean $\pm$ SEM from experiments performed in 31 wild-type worms and 30 *gsr-1a trxr-2* double mutants. ns, not significant by unpaired t-test. b) Quantification of basal mitochondrial Ca^{2+} peaks: frequency, width at baseline (width), width at half-height (width $\frac{1}{2}$) and height. Data are the mean $\pm$ SEM from experiments performed in 24 wild-type worms and 32 *gsr-1a trxr-2* double mutants. ns, not significant by unpaired t-test.

REFERENCES

- Back, P., W.H. De Vos, G.G. Depuydt, F. Matthijssens, J.R. Vanfleteren *et al.*, 2012 Exploring real-time in vivo redox biology of developing and aging *Caenorhabditis elegans*. *Free Radic Biol Med* 52 (5):850-859.
- Calfon, M., H. Zeng, F. Urano, J.H. Till, S.R. Hubbard *et al.*, 2002 IRE1 couples endoplasmic reticulum load to secretory capacity by processing the XBP-1 mRNA. *Nature* 415 (6867):92-96.
- Guo, M., X. Qiao, Y. Wang, Z.H. Li, C. Shi *et al.*, 2023 Mitochondrial translational defect extends lifespan in *C. elegans* by activating UPR(mt). *Redox Biol* 63:102722.
- Love, M.I., W. Huber, and S. Anders, 2014 Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15 (12):550.
- Kim, H.E., A.R. Grant, M.S. Simic, R.A. Kohnz, D.K. Nomura *et al.*, 2016 Lipid Biosynthesis Coordinates a Mitochondrial-to-Cytosolic Stress Response. *Cell* 166 (6):1539-1552 e1516.
- Munkacsy, E., M.H. Khan, R.K. Lane, M.B. Borror, J.H. Park *et al.*, 2016 DLK-1, SEK-3 and PMK-3 Are Required for the Life Extension Induced by Mitochondrial Bioenergetic Disruption in *C. elegans*. *PLoS Genet* 12 (7):e1006133.
- Palikaras, K., E. Lionaki, and N. Tavernarakis, 2015 Coordination of mitophagy and mitochondrial biogenesis during ageing in *C. elegans*. *Nature* 521 (7553):525-528.
- Robinson, M.D., D.J. McCarthy, and G.K. Smyth, 2010 edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26 (1):139-140.
- Tjahjono, E., A.P. McAnena, and N.V. Kirienko, 2020 The evolutionarily conserved ESRE stress response network is activated by ROS and mitochondrial damage. *BMC Biol* 18 (1):74.

How the deposited data were processed for this re-analysis (not part of the article)

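Transcript levels were measured by RNA-seq in whole young adult *C. elegans* of 4 strains, wild type, *gsr-1a(syb266)*, *trxr-2(tm2047)* and the *gsr-1a trxr-2* double mutant, with 3 libraries per strain. The submitters' labels give the strain and a replicate number for each library, and these were used as given. The count columns of Supplementary Tables 2 and 3 number the libraries of wild type and of the double mutant otherwise: their replicates 1, 2 and 3 hold the counts of the libraries that the labels number 2, 3 and 1.

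The authors deposited raw counts per gene, 1 file for each of the 12 libraries. According to the submitters' processing notes, reads were checked with FastQC, aligned to WBcel235 with HISAT2 and handled with SAMtools, and featureCounts 2.0.0 was used for counting. The headers of the files give the counting options. Read pairs were counted over whole gene spans of Ensembl release 97, introns included, on the strand that the library kit marks, without pairs that align to several places and without pairs that overlap several genes. The deposited counts therefore miss part of the reads of near-identical genes (the *msp*, *hsp-16* and *nspa* families, for example), and a deletion of part of a gene need not lower its count. The paper names edgeR and DESeq2 for the tests of differential expression. Its text does not give the thresholds of the Venn diagrams in Sup Fig. 2a. The legend of Fig. 3b gives a fold over 2 and p under 0.05 for its own genes, without saying whether these hold elsewhere.

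Gene symbols were matched for 93.8% of the 46904 gene identifiers, and coordinates are those of the deposited files (WBcel235) except for the exons of *gsr-1* and *trxr-2*, which come from a later annotation of the same build. From the counts, library sizes were normalized by TMM in edgeR 4.0.16 (R 4.3.3), genes with too few counts were removed by edgeR's own filter with the strain as group, and 15004 genes remained. All 12 libraries were fitted together with 1 mean per strain, which gives every comparison the same estimate of the spread with 8 residual degrees of freedom. The main test was edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. There were 5 comparisons: each mutant strain against wild type, the interaction of both mutations, and the double mutant against the mean of both single mutants. The standard error of a log2 fold change is its size divided by the square root of the test's F value. CPM values are normalized by TMM, and their errors are SDs over 3 libraries. Where the wild-type libraries held no count of a gene, the fold is a lower bound against a floor of 3 counts over the group, and with 1 to 3 counts a ratio with an exact 95% interval is given. Both cover counting error only.

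Before the count files were examined, 36 gene lists were set from gene family names and textbook pathways, as well as markers of sperm, oocytes, embryos, yolk, germline, muscle, neurons and intestine. The paper's enriched terms, found in these same data, were known then, so tests of the matching lists are not independent of them. Lists with at least 5 genes tested, 35 in all, were compared with the other genes by camera (limma 3.58.1, on voom values) with a preset correlation of 0.01. They were tested again with an estimated correlation, and with fry, which asks whether the genes of a list move one way on balance (or, as a mixed test, in either direction) without comparing them with other genes. A list of protein kinases and phosphatases needed product descriptions that the annotation used here does not carry, and was not run. The genes of Fig. 3c, which its legend gives as high confidence ATFS-1 targets of an earlier study, were counted as a further list. The paper does not say whether targets that did not rise in the double mutant were left out of the figure.

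Genes were named by a rule set before the count files were examined. It took the 2 mutated genes and every gene the paper names or labels. Per comparison it took the 10 genes with the largest rise and the 10 with the largest fall. These were drawn from genes called with a mean of at least 1 CPM and no overlap between groups. Per list it took the 4 genes with the smallest adjusted p. Values of the first 1998 of the 46904 genes in Supplementary Tables 2 and 3 were open to view when the rule was written. Some were seen, among them *col-92*, as were the paper's figures. Among the genes that the rule gives, examples that kept their call with each library left out were preferred, after their values were seen. Genes called in the single mutants were all named.

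The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's likelihood ratio test, size factors by the relative log expression method (RLE), no filter or a filter of more than 1 CPM in at least 3 libraries, calls by fold over 2, or over 2.5 at an adjusted p under 0.01, the replicate number as a block, fits with the compared strains alone, and each library left out in turn. Leaving out the 4 libraries of replicate 1 was added after the data were seen, because of the low share of yolk protein counts in 2 of them. Whether the replicate numbers pair the libraries was checked on the deviations from the strain means. Libraries with the same number had correlations of 0.13 to 0.23 between wild type and *gsr-1a* and of 0.27 to 0.54 between wild type and *trxr-2*. Those with unlike numbers had -0.21 to 0.11 and -0.45 to 0.38. The numbers may therefore pair wild type with *gsr-1a*, while for *trxr-2* only replicate 1 (0.54) lay above every unlike pair. Wild type and the double mutant had -0.04, -0.04 and 0.22 with the same number and -0.25 to 0.18 otherwise. Over 3 libraries this does not show that these are unpaired. The main fit held no block. Libraries of all 4 strains with the same number also share a tag that looks like a date in their deposited names, and what it dates is not given in the sources used here.

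The total count per library ranged from 12114187 to 19688212. Ribosomal RNA took from 0.197% to 5.42% of the counts, with the highest shares in *trxr-2* replicate 2 (5.42%) and double-mutant replicate 1 (3.04%). Within strains, the counts of replicate pairs differed by far more than sampling noise (chi-square per degree of freedom from 4.46 to 137), so no library was taken for a copy of another. Counts were simulated from these libraries for 14702 genes, 200 of them changed in the double mutant against wild type. The quasi-likelihood test recovered 84.8% of genes changed 4-fold, 47.8% of those changed 2-fold and 5.97% of those changed 1.5-fold. Of its 96 calls, 4 were genes not changed. On simulated counts of *gsr-1a* against wild type with nothing changed it called 0 genes, where the likelihood ratio test called 16 and DESeq2 called 13.

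Chance overlap between comparisons that share the wild-type libraries was simulated 50 times, with all 12 libraries drawn around the mean of wild type. Other splits of the libraries were fitted for each count of called genes, all 10 for 3 against 3 libraries and 100 drawn ones otherwise. Positions of called genes were compared by Fisher's exact test (two-sided, in R). The exact intervals of the count ratios were made with scipy 1.17.1. Tables were handled with Python 3.11.15 and pandas 2.3.3. The log2 values in the copy of Supplementary Tables 2 and 3 used here were not compared, since 13.6% and 10.3% of those read lie beyond 30 in size. The reporter, qPCR and imaging experiments of the paper were not analysed here.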

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

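The tests of shared reads among sperm genes, of a difference carried by the wild-type animals, of variants in the *trxr-2* strain that the double mutant does not carry and of other splits of the libraries, and the counts of what genes with a positive interaction do in each strain were chosen only after their results were seen, as were the fits without the 4 libraries of replicate 1.

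The response to both mutations lay above the sum of the single responses at 109 genes and below it at 6 (edgeR's quasi-likelihood test). Of the 109, 99 were called higher in the double mutant and 4 lower in *trxr-2*. Of 100 splits of the 12 libraries 2 gave as many genes in all, the real one among them, and the highest of the others gave 268, more than the real one. These splits mix the large difference of the double mutant into the other groups and part libraries of the same replicate number, so they do not exclude chance for the interaction itself. Against the mean of both single mutants 1992 genes were called, 1 of 100 splits gave as many, and the highest of the others gave 49. For the comparisons of 3 libraries against 3 the splits are too few for a share under 0.05. The real split, 1 of 10 in each, gave 4 genes in *gsr-1a*, 10 in *trxr-2* and 2824 in the double mutant, and the highest of the others gave 0, 1 and 1.

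Among the genes called in the single mutants, 4 are neither named in the paper's text nor read from the labels of its figures. *pct-1* was higher by 1.11 in *gsr-1a* and by 1.04 in *trxr-2* (log2 fold change). WBGene00014309 and WBGene00014307, neighbouring pseudogenes on chromosome II (8787770 to 8789716 and 8784535 to 8785513, WBcel235), were at -1.44 and -1.80 in *trxr-2*. *Y38F2AL.12* was at 2.47 there, and lost its call (adjusted p up to 0.299) when any of the 6 libraries was left out.

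The rise of sperm genes in the double mutant is the first pattern weighed. The tables argue against reads shared between near-identical major sperm protein genes, since 48 of 59 sperm genes outside that family rose, and against wild-type replicate 1, without which the median of those genes was 1.99 (2.00 with it). A collection at an earlier point of adulthood, or fewer oocytes and embryos per animal, stays open. In other animals of the double mutant the paper reports fewer oocytes in the proximal gonad arm. It also reports a longer wait between the last molt and egg laying. Genes of the early embryo had a median of -0.61, while oocyte and maternal genes had one of 0.16, and the young adults were not staged in the data used here. A larger share of sperm transcripts per animal, which the mutations themselves might bring, was not tested.

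*msp-76* was higher in all 3 mutant strains, which is the second pattern (in *trxr-2* the adjusted p was 0.0538 without wild-type replicate 2). If reads moved between copies of the family, another *msp* gene should have fallen in all 3 comparisons. That 0 did decides nothing, since all 25 others tested were higher in *gsr-1a* and in the double mutant, so reads shared between copies stay open. A candidate explanation is a difference at this gene that the wild-type animals carry. Less the median of the 25 other *msp* genes tested, *msp-76* had log2 fold changes of 6.71 in *gsr-1a*, 6.75 in *trxr-2* and 6.58 in the double mutant, a range of 0.18 that is smaller than the standard error of 0.38. An effect that either mutation has alone would give the same values and stays open.

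The third pattern is the small set of calls in *trxr-2*. Variants linked to the *trxr-2* allele might place them on chromosome III, which held 3 of the 10 (30%, against 15.4% of the other genes; Fisher's exact test, p = 0.19), and without *trxr-2* itself 22.2%; with so few genes the test cannot decide. Variants of the *trxr-2* strain that the double mutant lost stay open for the genes that fell: 2 of the 4 besides *trxr-2* were still lower than wild type in the double mutant, which such a loss would not give, *R10E4.1* (-0.46, adjusted p = 0.0436, lost when any of the 6 libraries was left out, 0.0569 to 0.177) and *ZC317.7* (-0.65, adjusted p = 0.0207, lost without wild-type replicate 2 or 3 or double-mutant replicate 1 or 3, 0.0522 to 0.092), while WBGene00014309 (0.32) and WBGene00014307 (-0.19) were not called. The genes were chosen with the same wild-type libraries, which favours low values here. An effect of TRXR-2 that the loss of GSR-1a partly reverts stays open as well, and without the 4 libraries of replicate 1, 519 genes were called in *trxr-2*, among them all 10.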

How the results depend on the processing

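The fits without the 4 libraries of replicate 1, all alternatives for the overlap of calls and the positions without the mutated genes were chosen only after the data were seen. The cause of the changes below was not tested, except that stricter fold limits remove genes by construction. The number of genes higher in the double mutant (1879) stayed within 1.5 times under all settings but the strictest fold limit and the loss of double-mutant replicate 3, and 1853 of these genes and 918 of the 945 lower ones were also called with RLE size factors. With a fold over 2, 251 genes were lower in the double mutant and 63 lower than the mean of both single mutants. With a fold over 2.5 at an adjusted p under 0.01, 1 gene was higher in *trxr-2*, 906 were higher and 46 lower in the double mutant, 35 and 0 were above and below the sum of the single changes, and 1054.0 and 17 were higher and lower than the mean of both single mutants. DESeq2 called 26 genes higher and 15 lower in *gsr-1a*, 13 and 8 in *trxr-2*, 1439 lower in the double mutant, 361 above and 34 below the sum of the single changes, and 686 lower than the mean of both single mutants. The likelihood ratio test called 20 higher and 13 lower in *gsr-1a*, 12 and 10 in *trxr-2*, and 453 above and 25 below the sum. RLE size factors gave 367 genes lower than the mean of both single mutants. With the compared strains alone 2 genes were higher and 2 lower in *trxr-2*, and 158 lower than the mean of both single mutants. Without the 4 libraries of replicate 1, 7 were higher and 8 lower in *gsr-1a*, 281 and 238 in *trxr-2* (where the highest of the other splits of 2 against 2 libraries, of 3 in all, called 0 against 519), 1746 lower in the double mutant, 294 above and 114 below the sum, and 1951 lower than the mean of both single mutants.

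The replicate number as a block gave 1506 genes lower in the double mutant, 13 below the sum of the single changes and 410 lower than the mean of both single mutants. Whether the numbers pair the double mutant with the other strains is not settled. Its libraries share the numbers and the tags that look like dates, while the correlations with same-numbered libraries were from -0.08 to 0.22, so it stays open whether the block removes a real difference between replicates in these comparisons. Apart from *srw-85* and *Y38F2AL.12*, the block ended no call in *gsr-1a* or *trxr-2*. With the block the share of called genes on chromosome III in the double mutant was 14.8% (13.6% without it), and no longer below that of the other genes by Fisher's exact test.

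With 1 library left out, genes higher and lower numbered 3 to 4 and 1 to 1 in *gsr-1a*, 2 to 5 and 5 to 7 in *trxr-2*, 1197 to 1859 and 259 to 698 in the double mutant, 46 to 286 and 2 to 13 for the interaction, and 1246 to 2195 and 70 to 389 against the mean of both single mutants. The gene lists called by camera numbered 11, and from 10 to 15 with 1 library left out, 0 with an estimated correlation, 9 by fry and 18 without the 4 libraries of replicate 1. The share of called genes on chromosome III ranged from 4.0% to 11.4% for the interaction (8.7% with all libraries, 11.6% by DESeq2). Genes called in the same direction in both single mutants numbered 2, both higher, and 1 to 3 with 1 library left out. They numbered 7 by DESeq2 and 6 by the likelihood ratio test. With the compared strains alone they numbered 0, and without the 4 libraries of replicate 1 they numbered 11.

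Some lists that were not called changed direction, with these adjusted p values. By fry they were cytochrome P450 (0.517), molting (0.904), yolk (0.921), phenylalanine and tyrosine (0.921) and UPR er genes (0.904). With the block they were UDP-glucuronosyltransferases (0.991), yolk (0.902) and UPR er genes (0.902), and with the filter on 1 CPM yolk (0.984). Without the 4 libraries of replicate 1 they were cytochrome P450 (0.374), oocyte (0.218), phenylalanine and tyrosine (0.854) and thioredoxin genes (0.38). With 1 library left out the adjusted p of such lists ranged from 0.537 to 0.963 for cytochrome P450, 0.636 to 0.995 for UDP-glucuronosyltransferases, 0.325 to 0.963 for immune effectors, 0.378 to 0.963 for oocyte, 0.0368 to 0.963 for yolk, 0.569 to 0.873 for phenylalanine and tyrosine, 0.293 to 0.686 for thioredoxin and 0.31 to 0.963 for UPR er genes. RLE size factors changed no list's direction or call, and neither the direction nor the call of any named gene. Among named genes only *gsr-1* in *gsr-1a* changed sign (-0.12 with all libraries, and from -0.20 to 0.03 with 1 left out, the last without wild-type replicate 1).

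In counts simulated for the double mutant against wild type, with 200 of 14702 genes changed, the quasi-likelihood test recovered 5.97% of those changed 1.5-fold. The real comparison called 2824 genes, which makes the adjustment over all genes less strict, so recovery there was not measured. Recovery in the single mutants was not simulated.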

Differences from the paper's values

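The alternatives named here were set before the data were examined, apart from the fits without the 4 libraries of replicate 1, chosen after. The thresholds behind the counts of Sup Fig. 2a are not given in the paper's text, while those used here are an adjusted p under 0.05 with no fold limit. For the genes of Fig. 3b the legend gives a fold over 2 and p under 0.05, and whether Sup Fig. 2a uses these is not said.

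For *gsr-1a*, the paper's edgeR counts are about 110 genes higher and about 41 lower (Sup Fig. 2a, read by eye), against 3 and 1 here, and none of the 15 alternatives reached them, with 2 to 26 higher and 1 to 15 lower. Its DESeq2 counts are about 38 higher and about 19 lower (Sup Fig. 2a, read by eye), against 3 and 1 here. DESeq2 came within 1.5 times of both (26 and 15) and the likelihood ratio test within that of the lower genes (13), and no other alternative did. For *trxr-2*, the paper's edgeR counts are about 33 higher and about 10 lower (Sup Fig. 2a, read by eye), against 5 and 5 here, and its DESeq2 counts are about 28 higher and about 10 lower, against 5 and 5. No alternative set before the data were examined reached the higher genes, with 1 to 13, and the fit without the 4 libraries of replicate 1, chosen after, called 281 higher and 238 lower, more than either of the paper's counts. For the lower genes DESeq2 (8), the likelihood ratio test (10) and the fit without *trxr-2* replicate 1 (7) came within 1.5 times, and the other alternatives did not.

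The RNA-seq bar of *F22B3.7* is at about 9.1 (Sup Fig. 2b, read by eye), against a log2 fold change of 10.29 here, with 9.73 to 12.1 under the alternatives, none of which came within its standard error. Wild type holds 1 count of this gene, so that the fitted value depends on the prior count. The paper's qPCR bar of *msp-76* is at about 1.5 (Sup Fig. 2b, read by eye), against 8.77 here by RNA-seq, and no alternative came near it. The qPCR bar of *cyp-14A4* is at about 5.1 against 5.4 here, which the fits without wild-type replicate 3 (5.21) and without double-mutant replicate 1 (5.34) meet and the others do not. The qPCR bar of *ugt-19* is at about 3.4 against 3.05 here, and no alternative meets it. These bars are another assay than the counts. The scale of Fig. 3c is given as log2 in its legend, while the values read from it are met on a log10 scale (1.63 for *cyp-14A4*, 1.52 for *clec-17* and 0.88 for *cdr-2*), so these were compared on that scale.

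The paper reports *lon-3* as upregulated. Here its log2 fold change was 1.65 with an adjusted p of 0.0839, and DESeq2 (adjusted p = 0.0281; range over all alternatives 0.0281 to 0.327) and the fit without the 4 libraries of replicate 1 (adjusted p = 0.0387) call it. *sqt-1*, named with it, was called (1.91, adjusted p = 0.0274). In Fig. 3c, *ymel-1* (0.56, adjusted p = 0.0931) and *sod-3* (0.74, adjusted p = 0.0988) were not called here, while the replicate block calls both (adjusted p = 0.034 and 0.0339; ranges over all alternatives 0.0178 to 0.278 and 0.0236 to 0.222), as do the fit without the 4 libraries of replicate 1 (0.0178 and 0.0236) and, for *sod-3*, the fit of the compared strains alone (0.0431); of the list's 59 genes tested, 45 were called higher, and 48 with the block. The paper names proteasomal function among the downregulated processes of Fig. 3b. Here none of 33 subunits was called, though their set stood lower by camera with the preset correlation (adjusted p = 0.00535). This was lost with the correlation estimated (adjusted p = 0.802) and by fry (0.117). *rpt-4* (adjusted p = 0.0692) is called by DESeq2 (0.0142, range over all alternatives 0.0142 to 0.194), with the replicate block (0.0366) and without the 4 libraries of replicate 1 (0.0232). DESeq2 called 3 subunits lower. Against the mean of both single mutants, the subunits had a median of -0.24 and moved down on balance (fry, adjusted p = 0.0254). Camera placed them lower there with the preset correlation (adjusted p = 9.45e-07), but not with the estimated one (0.573). Which genes the paper's term holds is not given in its text. Of 51 ubiquitin conjugation genes, 9 fell and 0 rose against wild type.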

Other observations

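The fits without the 4 libraries of replicate 1, the alternatives for the overlap of calls, the simulation that redraws the wild-type libraries and the counts of list genes by DESeq2 or at an unadjusted p were chosen only after the data were seen.

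Of 23 genes of glycolysis and gluconeogenesis 7 rose and none fell in the double mutant, also when adjusted over the list alone (median 0.40; camera, adjusted p = 0.000844, and adjusted p = 0.699 with an estimated correlation). *aldo-1*, a fructose-bisphosphate aldolase, rose by 1.89 (standard error 0.29, adjusted p = 0.00215 from edgeR's quasi-likelihood test), *gpd-2*, a glyceraldehyde-3-phosphate dehydrogenase, by 1.25 (standard error 0.20, adjusted p = 0.00222) and *ldh-1*, the lactate dehydrogenase, by 0.75 (standard error 0.12, adjusted p = 0.00218). Fatty acid desaturases and elongases went both ways, with 3 of 18 higher and 5 lower, also when adjusted over the list alone, and *elo-5*, an elongase of branched fatty acids, was lower (-0.93, standard error 0.20, adjusted p = 0.00884). The number lower was 3 without double-mutant replicate 1 and 2 without double-mutant replicate 3. Lysosomal genes split as well, with 10 of 61 higher and 5 lower (12 and 7 when adjusted over the list alone). The cathepsin B-like proteases *cpr-5* (1.37, standard error 0.15, adjusted p = 0.000294) and *cpr-6* (-0.84, standard error 0.14, adjusted p = 0.00271) went opposite ways. The list changed as a mixed set (fry, mixed adjusted p = 1.01e-10) but did not stand apart in either direction (camera, adjusted p = 0.611). Other lists passed the mixed test too, such as UDP-glucuronosyltransferases (2.75e-10), cytochrome P450 genes (2.76e-09) and C-type lectins (1.16e-08). Of 17 intestinal genes 7 rose and 1 fell (7 and 2 when adjusted over the list alone; 4 rose without double-mutant replicate 3), and the list did not stand apart from the other genes (camera, adjusted p = 0.252), though within it the genes moved up on balance (fry, adjusted p = 0.0117). Among those that rose were the gut esterase gene *ges-1* (0.96, standard error 0.12, adjusted p = 0.000614) and *vha-6*, a proton pump subunit of the gut (1.18, standard error 0.17, adjusted p = 0.00137).

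In mitochondria, 4 of 52 nuclear genes of the respiratory chain rose and none fell (3 and 0 when adjusted over the list alone; 2 without double-mutant replicate 1 or 3), among them the cytochrome c gene *cyc-2.2* (2.23, standard error 0.37, adjusted p = 0.00254). By edgeR, DESeq2 or at an unadjusted p under 0.05, none of 12 genes of the mitochondrial genome was called (median 0.35; camera, adjusted p = 0.443), but as a set they stood higher without wild-type replicate 1 (0.0204) and with the replicate number as a block (0.044), and 10 rose without the 4 libraries of replicate 1. Mitochondrial ribosome genes had a median of -0.17 with 1 of 70 higher (0 when adjusted over the list alone, and 0 without wild-type replicate 2 or double-mutant replicate 1 or 3), and stood below the other genes (camera, adjusted p = 0.00612, and adjusted p = 0.988 with an estimated correlation), but not without wild-type replicate 1 (0.389; range over all alternatives 0.000223 to 0.988). Without double-mutant replicate 2, 2 of them fell. Of 78 cytosolic ribosome genes none was called by edgeR or DESeq2 and 1 was higher at an unadjusted p under 0.05 (median -0.17; camera, adjusted p = 0.0604). As a set they stood below the other genes without wild-type replicate 2 (0.0334) or 3 (0.00794) or double-mutant replicate 1 (0.00971) or 3 (0.0421), with the replicate number as a block (0.00358) and with the compared strains alone (0.0297), but not without wild-type replicate 1 (0.39) or double-mutant replicate 2 (0.188; range over all alternatives 0.003 to 0.988). *drp-1*, the dynamin of mitochondrial fission, went from 161.5 to 339.1 CPM (1.07, standard error 0.15, adjusted p = 0.00123).

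Genes of stress responses that the paper followed with reporter transgenes had these transcript levels in the double mutant. They need not be the genes whose promoters drive those reporters. *tbb-6*, a target of the ATFS-1 independent DLK-1 and PMK-3 pathway, rose from 10.7 ± 2.01 CPM in wild type to 25.9 ± 2.66 (SD, n = 3 each; log2 fold change 1.27, standard error 0.18, adjusted p = 0.00151 from edgeR's quasi-likelihood test), and 2 of the 4 genes of that pathway rose, also when adjusted over the list alone. *hsp-4*, the chaperone of the UPR er, had 0.22 (standard error 0.20, adjusted p = 0.479), and none of 17 UPR er genes was called by edgeR, where DESeq2 called 1 higher and 1 lower, as many as at an unadjusted p under 0.05 (median 0.09, while camera placed the list lower, adjusted p = 0.97). *hsp-16.41* fell by 2.34 on the log2 scale (standard error 0.70, adjusted p = 0.0374), but it shares reads with near-identical copies. Its call was lost without wild-type replicate 2 (adjusted p = 0.12) or 3 (0.0783) or any library of the double mutant (0.0956, 0.0527 and 0.141, range over all alternatives 0.00539 to 0.141). Of 9 cytosolic heat shock genes 1 was called (0 when adjusted over the list alone, and 2 without wild-type replicate 1 or double-mutant replicate 1). Their median against wild type was -0.99 in the double mutant, -1.55 in *gsr-1a* and -1.32 in *trxr-2*. In the double mutant against the mean of both single mutants it was -0.09.

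Muscle genes had a median of 0.46 with none of 20 called by edgeR, 1 by DESeq2 and 2 at an unadjusted p under 0.05 (camera, adjusted p = 0.0368, and adjusted p = 0.988 with an estimated correlation), which was lost without wild-type replicate 1 (0.067) or double-mutant replicate 1 (0.0844) or 2 (0.123; range over all alternatives 0.00316 to 0.988). Of 21 neuronal genes 4 rose and 1 fell, also when adjusted over the list alone (median 0.41; camera, adjusted p = 0.0273, and adjusted p = 0.802 with an estimated correlation), which was lost without wild-type replicate 2 (0.0533) or double-mutant replicate 1 (0.0547; range over all alternatives 0.0156 to 0.802). None of them rose without these or double-mutant replicate 3, 2 rose without wild-type replicate 1, and none fell without wild-type replicate 3 or any library of the double mutant. Of 30 oocyte and maternal genes 1 fell (0 when adjusted over the list alone), of 20 germline genes 1 fell (also when adjusted over the list alone) and of 33 histone genes 2 rose and 2 fell (2 and 1 when adjusted over the list alone). The oocyte call was lost without any library but double-mutant replicate 2. The germline genes that fell were 0 without double-mutant replicate 1 or 3 and 3 without double-mutant replicate 2. The histone genes that fell were 1 without wild-type replicate 1 or 2 and 0 without double-mutant replicate 2 or 3. The 6 yolk protein genes had a median of -0.90 with none called by edgeR or DESeq2 and 1 lower at an unadjusted p under 0.05 (1 fell without wild-type replicate 1). In wild-type replicate 1 their mean was -3.15 (log2 CPM relative to the mean of all 12 libraries). As a set they did not stand apart (camera, adjusted p = 0.97). They stood below the other genes without wild-type replicate 1 (0.0368) and without the 4 libraries of replicate 1 (0.00157, range over all alternatives 0.00157 to 0.994). Of 29 thioredoxin, glutathione and antioxidant genes and of 18 genes of phenylalanine and tyrosine metabolism 1 each rose (0 and 1 when adjusted over the list alone). The first call was lost without any library but wild-type replicate 1, and the other without wild-type replicate 1 or 2 or double-mutant replicate 1 or 3.

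Fold changes of *gsr-1a* and the double mutant had a correlation of 0.71 across genes, which are not independent replicates (covariance 0.272), those of *trxr-2* and the double mutant 0.16 (covariance 0.0592) and those of both single mutants 0.40 (covariance 0.0779). All share the 3 wild-type libraries. In 50 simulations with no change in any strain, where all 12 libraries were redrawn, these shared controls alone gave a median correlation of 0.49 for each pair, and covariances of 0.0546, 0.0551 and 0.0548 in the same order. The simulation draws the libraries independently, although those of wild type and of each single mutant may be paired by replicate number. Same-numbered ones had correlations of 0.13 to 0.54 and unlike-numbered ones of -0.45 to 0.38, so the value to expect with no change is uncertain. The correlations of *trxr-2* with either other strain were below the simulated one, and the covariance exceeded the simulated one most for *gsr-1a* and the double mutant. Part of any excess may come from these shared controls, which cannot be split. Called in the same direction in both single mutants were 2 genes, both higher, and 1 without wild-type replicate 2. The independent overlap would be 0.001 genes and the simulated one 0.

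Without the 4 libraries of replicate 1, 20 of 78 cytosolic ribosome genes rose in *trxr-2* and none fell (median 0.23; camera, adjusted p = 3.01e-24, and adjusted p = 0.658 with an estimated correlation), 5 of 30 oocyte and 5 of 20 germline genes rose, and 12 of 136 cuticle collagens rose and 8 fell. With all libraries none of the ribosome genes was called in *trxr-2* by edgeR or DESeq2, with 3 higher at an unadjusted p under 0.05. The list stood higher by camera with the preset correlation (adjusted p = 1.32e-09), but not with the correlation estimated (0.941) or by fry (0.932).

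Genes called in the double mutant lay less often on chromosome III, which carries both mutations, than the other genes tested (13.6% against 15.8%; Fisher's exact test, two-sided, p = 0.00415). With the replicate number as a block the share was 14.8% and the difference was lost (Fisher's exact test, p = 0.288, range over all alternatives 1.52e-06 to 0.288). Within 2 Mb of either mutated gene lay 9.24% of the genes called and 9.72% of the others (Fisher's exact test, p = 0.457). The test takes genes as independent, although genes of 1 family can change together.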
